# The impact of bacterial exposure in early life on lung surfactant gene expression, function and respiratory rate in germ-free mice

**DOI:** 10.3389/frmbi.2023.1085508

**Published:** 2023-03-06

**Authors:** Kenneth Klingenberg Barfod, Julian Chun Lui, Signe Schmidt Kjølner Hansen, Sreyoshee Sengupta, Line Sidsel Fisker Zachariassen, Axel Kornerup Hansen, Jorid Birkelund Sørli

**Keywords:** germ-free, lung gene transcription, plethysmography, lung surfactant, microbiome

## Abstract

Early-life changes to lung and gut microbiota have been linked to alterations in immune responses that may lead to pulmonary diseases later in life. Associations between early-life microbiota, germ-free status, lung gene expression, lung development and function are not well described. In this study, we compare early-life lung gene transcription under germ-free and different perinatal microbial exposures, and analyze with a predetermined focus on lung capacity and lung surfactant. We also analyze the later-in-life physiological measures of breathing patterns and lung surfactant function between the germ-free, gnotophoric and gnotobiotic offspring. To achieve this, we kept pregnant BALB/c germ-free mice in separate germ-free isolators until exposure to either A: no exposure (GF), B: *Bifidobacterium animalis ssp. Lactis* (BI04) or C: full cecum content harvested from other female SPF mice (Cecum). Subsequently, perinatally exposed offspring were used for the analyses. Lung tissue transcriptomics analysis was done at postnatal day 10 (PNday10) at the first phase of lung alveolar development. Head-out plethysmography for breathing pattern analysis was performed on the siblings at PNday23 followed by lung surfactant collection. The function of the collected lung surfactant was then analyzed *ex vivo* using the constrained drop surfactometer. Our results show that lung transcriptomics had differentially expressed genes related to surfactant turnover between groups and sex at PNday10. They also show that the GF and BI04 animals had lower respiratory rate than Cecum mice, or compared to age-matched specific pathogen-free (SPF) reference animals. We also see changes in lung surfactant function *ex vivo.* The overall conclusions are that 10-day-old GF mice do not have a markedly different lung gene transcription compared to gnotophoric or gnotobiotic mice, but genes related to surfactant metabolism are among the few differentially expressed genes. We show here for the first time that early-life microbiome status correlates with early-life surfactant-gene transcription and to later-in-life lung surfactant function and associated respiratory-rate changes in mice.

## Introduction

Reduced lung capacity and function early in life has potential consequences for respiratory health later in life (Phelan et al., 2002; Stern et al., 2008; Hancock et al., 2010). Perinatal microbiome alterations have been investigated in relation to the development of chronic and developmental lung diseases such as asthma and bronchopulmonary dysplasia (BPD) (Tirone et al., 2019; Ashley et al., 2020; Casado and Morty, 2020; Cereta et al., 2021). Most studies focus on the microbiome impact on the developing immune system and resistance to pathogens (Herbst et al., 2011; Willers and Viemann, 2021). Only few studies have investigated perinatal microbiome influence on lung development, physiology, function and structure (Yun et al., 2014; Decrue et al., 2020; Schlosser-Brandenburg et al., 2021). Most studies are largely descriptive in nature, and even though there is increasing evidence that the human microbiome is involved in the development and progression of chronic respiratory diseases, more mechanistic studies and insights are warranted (Gosens et al., 2020).

Mouse studies have mostly used immune-competent mice treated with antibiotics (Russell et al., 2015) or they compare germ-free (GF) to specific pathogen-free (SPF) mice (Remot et al., 2017; Dolma et al., 2020). GF mice are thought to develop differently than SPF mice. In mice from a GF background that have been without bacterial stimuli throughout their entire development, organs, gastrointestinal function and immune system are thought to develop differently (Thompson and Trexler, 1971; Sommer and Bäckhed, 2013). These developmental differences between GF and SPF mice have been poorly described; especially for the respiratory system. Furthermore, the question of whether early-life microbiome status can affect later lung surfactant function has not yet been investigated (Bernhard, 2016). Lung surfactant consists of a complex mixture of phospholipids and proteins that lines and stabilizes the alveolar respiratory surface. The main function of lung surfactant is to reduce the surface tension at the air-liquid interface, and poor lung surfactant function can affect respiratory rate due to higher surface tension. It also acts as a first line defense against respiratory pathogens (Clements, 1957; Bernhard, 2016; Olmeda et al., 2017).

In this study, we compare offspring that have been exposed perinatally to different microbial stimuli during pregnancy and through weaning with other fully GF offspring. The offspring were all born from originally GF dams in order to compare them better. We study early-life lung gene transcription, breathing patterns and lung surfactant function in adolescent GF mice, compared to mice that were perinatally exposed to either a single strain of *Bifidobacterium* (BI04) or exposed to a full cecum microbial community by fecal matter transplant from donor adult SPF dams (Cecum). The BI04 strain is a well-documented probiotic with beneficial early-life effects. The strain is currently being tested for use in asthma and allergy treatments, and to reduce respiratory tract infection risk. The BI04 strain was also used in our previous microbiome studies (Ouwehand et al., 2009; Weiss et al., 2010; Barfod et al., 2015; Hui et al., 2021).

Our hypotheses were that perinatal exposure to bacteria would influence lung gene expression early in life in regards to mucus production, lung capacity, physical development and breathing patterns later in life. We also hypothesize a possible specific probiotic influence from the BI04 strain. Furthermore, special focus was on the hypothesis that mice born from GF mice (GF animals) compared to mice born from GF dams exposed to full microbiome (Cecum animals) would influence lung surfactant function, thus indicating for the first time that lung surfactant function is correlated to the microbiome.

## Methods

### Aim

Our aim was to compare possible early-life lung transcriptomic differences in genes related to lung development, lung surfactant and capacity induced by microbial stimuli to GF mice.We also wanted to explore the possibility that the early-life microbiome status could influence surfactant properties (*ex vivo*) and respiratory parameters such as rate (*in vivo*) later-in-life.

### Design and setting of the study

We compared three treatment groups of mice: 1) GF mice born from untreated germ-free dams (1=GF), compared with offspring born from GF dams that during late pregnancy and weaning were exposed to either 2) an inoculum with single probiotic bacteria strain (2=BI04) or 3) a fecal matter transplant with full cecum material from non-GF SPF dam donors (3=Cecum). We compared transcriptomic data from lung tissues from a subset of offspring (M+F) when 10 days old using two different bioinformatics tools for pathway analysis. Additionally, the transcriptomic data were analyzed and compared with two pre-made “short lists”. These were lists of interesting genes associated with total lung capacity and surfactant-relevant genes from two previous studies published by others (George et al., 2017; Olmeda et al., 2017). When the remaining sibling mice were 23 days old, we recorded their breathing patterns and respiratory rate and collected their lung surfactant for functionality testing. Surfactant from the GF, BI04 and Cecum groups was tested *ex vivo* with a constrained drop surfactometer (CDS) and referenced to breathing patterns and surfactant properties from a fourth group of normal age-matched SPF mice (SPF).

### Ethics

The experiments were carried out in accordance with the Danish Animal Experimentation Act (LBK no. 474 of 15/05/2014 and BEK no. 12 of 07/01/2016) and EU Directive 2010/63/EU on the protection of animals used for scientific purposes. The study was approved by the Animal Experimentation Inspectorate under the Ministry of Food, Agriculture and Fisheries of Denmark (License no. 2018-15-0201-01531), and health monitoring was performed according to FELASA guidelines (Mähler Convenor et al., 2014).

### Mice and husbandry

GF BALB/cAnNTac mice (Taconic, Germantown, NY) were housed in our AAALAC accredited germ-free (GF) facility (University of Copenhagen, Frederiksberg, Denmark) in HEPA-ventilated isolators (PFI systems, Milton Keynes, UK; pressure 110 pascal, 23°C) with free access to an irradiated Altromin 1324 diet (Brogaarden, Lynge, Denmark) and sterile water under a 12h light/dark cycle. The cages were provided with standard bedding, house and nesting material and were environmentally enriched with a wood stick for gnawing. GF status was tested both by culturing and PCR methods (Zachariassen et al., 2019). Microbiome manipulations were confirmed and all cecum content was visually inspected at necropsy (Grover and Kashyap, 2014). After time-mating with GF males, visibly pregnant females were transferred under sterile conditions to two separate empty sterile isolators (5-6 females/isolator) approximately at embryonic day 18 (E18), corresponding to the beginning of the 3rd trimester in humans (Blum et al., 2017). Adult females were inoculated orally with 100µl bacterial suspension and 900 µl were smeared on the abdomen and mammae a total of 5 times: Day E18, PNday0-1, PNday5, PNday10 and PNday15. Pups were indirectly exposed to the bacteria by the mammae smear and local environment. Specific pathogen free (SPF) background BALB/cAnNTac mice (n=10) (Taconic, Denmark) PN21-23 day old, were used as a reference group for head-out plethysmography and surfactant function only.

### Bacterial inoculums

*Gnoto-phoric (BI04) exposure:* 100 mg freeze-dried *Bifidobacterium animalis ssp. lactis BI-04* (ATCC SD5219) approximately 5e10 CFU from DuPont Nutrition & Health, Finland were mixed with 1:1 with sterile 80% glycerol to 1 ml in aliquots and kept at -80°C. *Gnoto-biotic(Cecum) exposure:* Ten SPF 20-week-old BALB/cAnNTac dams (Taconic, Denmark) were killed after weaning and full cecum content was collected and mixed into one inoculum 1:1 with sterile 80% glycerol, aliquoted to 1ml and kept at -80°C. The GF dams did not receive mock treatment with 80% glycerol.

### Lung tissue sampling and RNA extraction

PNday10-old mice were killed (n=10 per exposure group) and the lungs excised. A 3mm×3mm tip of the left lung was snap frozen in liquid nitrogen and kept at -80°C. RNA extraction on the lung tissue was carried out utilizing magnetic beads technology on a chemagic Prepito^®^ (Perkin Elmer, Waltham, Massachussets), as recommended by the manufacturers. Concentration and purity were measured with a NanoDrop1000 spectrophotometer, with all samples showing an A260/280 ratio between 1.9 and 2.1. RNA integrity was analyzed using a 2100 Bioanalyzer (Agilent Technologies) with Agilent RNA 6000 Pico Kit (Agilent Technologies), as recommended by the manufacturer. All samples used for RNAseq displayed RNA integrity number (RIN) above 7.

### RNA-seq library construction and sequence mapping

Sequencing libraries were prepared using a TruSeq Stranded mRNA Prep Kit (Illumina), without the polyA selection step. Sequencing was performed *via* a paired end 75 cycle on Illumina HiSeq 2500 (Molecular Genomics Core, NICHD). The RNA-Seq data have been submitted to the NCBI (https://www.ncbi.nlm.nih.gov/geo), with GEO accession number GSE201075. RNA-Seq reads were trimmed with cutadapt (-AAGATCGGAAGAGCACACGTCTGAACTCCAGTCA -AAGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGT -overlap 6 -q 20 -minimum-length 25) and aligned using STAR (2 pass alignment) to mouse mm10 reference genome sequences.

### Bioinformatics

Heat maps were then constructed using JMP 7 software (SAS Institute Inc., Cary, NC). The Reactome pathway knowledgebase (Gillespie et al., 2021) and Ingenuity Pathways Analysis Software 7.0 (Ingenuity Systems Inc., Redwood City, CA) was used to identify functional pathways. The analysis included genes that showed either an increase or decrease in transcription with adjusted p-value (corrected for multiple comparison) P<0.1 in DESeq2.

### Head-out plethysmography

PNday23 mice from the 3 exposure groups were placed in an ordered random fashion across runs, in whole body plethysmographs with head-out only, using the NOTOCORD-hem data acquisition software (Notocord Systems SA) to collect respiratory parameters; respiratory rate (RR), tidal volume (VT), time of inhalation (TI) and expiration (TE) and time-of-pause (TP) as described previously (Larsen et al., 2004). The fourth SPF reference group (n=10) were recorded on a separate run. The acclimatization period for all runs was 10 minutes followed by 30-minute breathing data capture.

### Lung surfactant collection and analysis

After breathing pattern analysis, the mice were killed and bronchoalveolar lavage (BAL) was performed as before (Barfod et al., 2013). After removal of cells, the lung lavage fluid was centrifuged to collect the large aggregates of lung surfactant at 20,000 x g, for 1 h at 4°C (Haczku et al., 2001). The lung surfactant was pooled by dam (n=1-4 per group, both sexes) to have enough sample to repeat measurements of each sample. The pooled samples were analyzed for phospholipid content using a phospholipids kit (kindly donated by Spinreact, Spain), and the phospholipid content was adjusted to 1.8-2 mg/ml. For each surface tension measurement, 10 µL was analyzed and the analysis was repeated until the sample was empty (1-8 times per pool). The number of measurements per group was GF=14 mice, BI04 = 21, Cecum=17, reference SPF mice=10. The lung surfactant was left at 37°C for 5 min prior to testing. Testing was done using a constrained drop surfactometer (CDS, BioSurface Instruments, United States) in which a droplet of lung surfactant is deposited on a sharp-edged pedestal, so that a surfactant film was formed at its air–water surface. The adsorbed lung surfactant film was pulse-cycled continuously to mimic breathing and surface tension values were obtained by analysis of the drop shape using the axisymmetric drop shape analysis software (ADSA) (Valle et al., 2015; Sørli et al., 2016). Several properties of lung surfactant were important for lung surfactant function during the breathing cycle; 1) the phospholipids have to rapidly cover the air-liquid interface (adsorption) when the surface area expands during inhalation, and 2) when the surface area is reduced during exhalation, the phospholipids need to efficiently pack to reduce surface tension (Autilio and Pérez-Gil, 2019). To analyze the adsorption surface tension, 10 µl of lung surfactant was placed on the pedestal and left for 60 sec while taking pictures. The average surface tension over the 60 seconds was reported as adsorption surface tension. To test how well the phospholipids pack and redistribute in the interphase during compression and expansion cycles, the drop was then increased in size by adding approximately 4 µL buffer, and then cycled at approximately 30% reduction in surface area at 3-second cycles. The number of cycles needed for the minimum surface tension to reach <5mN/m was counted. The compression was kept as similar as possible throughout the experiments to allow for comparison between groups.

## Statistics

### RNA-Seq data and statistical analysis

Differentially expressed genes between GF and Cecum or BI04 were identified with DESeq2. Because principal component analysis showed that sex (determined by RNA-Seq, looking for presence of reads in the Y chromosome) was by far the most significant confounding variable, we performed our analysis in two ways. First, we performed an overall analysis determining the effect of treatment (GF vs Cecum and GF vs BI04), with sex being a confounding variable. Second, we performed another analysis in which the male and female samples were analyzed separately for the effect of treatment. Genes were considered statistically significant with a fold change greater than 1.5 (or 0.585 after log2 transformation) and false discovery rate (FDR) <0.05. FDR was based on p-value adjusted for multiple comparison using the Benjamini Hochberg correction. Plethysmography: Two-way ANOVA and Tukey multiple comparisons of means as an average of 30 minutes of data capture with sex as a variable. Surfactant function: The data was analyzed using R-Studio Version 1.3.1056 and the package dplyr. According to the Shapiro-Wilks test, the data were not normally distributed, except for data for absorbance. Therefore, the Kruskal-Wallis test was used to test for a difference between groups for number of cycles needed to reach a minimum less than 5mN/m and for compression. There was a difference for number of cycles, thus we performed a pairwise Wilcoxon rank sum test to find different groups. An ANOVA was performed on the data for absorbance, and this showed a difference between groups, this was followed by the Tukey test to find differences between the groups.

## Results

### Non-sex differentiated transcriptomics results

A few genes were upregulated in GF compared to Cecum (17 genes), and BI04 (30 genes). 

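Lung RNA of 27 mice was sequenced at PNday10. By the sample labels these were 6 female and 3 male GF mice, 4 female and 5 male BI04 mice and 3 female and 6 male Cecum mice, where the paper's methods give 10 mice per exposure group. Each library was made from a 3 mm × 3 mm tip of the left lung with a stranded kit without the poly(A) selection step, so that RNA without poly(A) tails, such as small nuclear and 5S ribosomal RNA, was read too. By the paper's account, the authors trimmed the paired-end reads with cutadapt, aligned them to the mm10 mouse genome with STAR and compared the groups with DESeq2, once in both sexes with sex as a confounding variable and once in females and males separately. The mean normalized count of a gene was equal in all 9 deposited tables. The within-sex values therefore do not come from fits to a single sex alone, and their standard errors may draw on both sexes. The step that counted reads per gene, and its annotation, are not given in the sources used here. The values used are the authors' 9 deposited tables, in which each gene has a mean normalized count, a log2 fold change, its standard error (SE), a Wald statistic, a p and an adjusted p for GF vs BI04, GF vs Cecum or BI04 vs Cecum in females, in males or in both sexes. A positive log2 fold change means more RNA in the group named first. From there, the p-values of each table were adjusted again by the Benjamini-Hochberg method over the genes with a mean normalized count of at least 10, which were 19516 genes within a sex and 19511 in both sexes. A gene was called at an adjusted p under 0.05 and a log2 fold change beyond 0.585 in either direction, the thresholds of the paper's statistics section. The median SE of a log2 fold change in the authors' deposited tables was 0.137 for GF vs BI04 and 0.140 for GF vs Cecum in both sexes, 0.202 and 0.212 in females and 0.219 and 0.216 in males, so that smaller changes can be seen in both sexes together than within a sex. The number of reads per sample is not in the files used here. The exposed dams were kept in isolators apart from the GF dams, which received no glycerol, so isolator, litter and glycerol cannot be told apart from bacterial exposure.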

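In both sexes together, 15 genes were higher in GF than in Cecum lungs and 29 genes were higher in GF than in BI04 lungs. Sfi1, which encodes a centrin-binding protein of the centrosome and lies on chromosome 11 of GRCm38 from 3131850 to 3193463, was higher against both groups, with a log2 fold change of 1.74 (SE 0.11) against BI04 and 1.77 (SE 0.12) against Cecum in the authors' deposited tables. Its adjusted p was 3.64e-48 and 2.56e-48 (Wald test, Benjamini-Hochberg). Of the 29 genes higher in GF than in BI04, 13 were protein coding, while 5 were small nuclear RNA genes, 3 small nucleolar RNA genes and 2 ribosomal RNA genes. The small nuclear RNA Gm23721 (log2 fold change 2.19, SE 0.55) and the 5S ribosomal RNA genes n-R5s98 (2.16, SE 0.52) and n-R5s158 (2.07, SE 0.50) had the largest of these changes in the authors' deposited table, at an adjusted p of 0.0222, 0.0134 and 0.0134 (Wald test). Of the 15 genes higher in GF than in Cecum, 9 were protein coding. The largest change was that of Rag1, a recombinase of developing lymphocytes (chromosome 2, 101638282 to 101649501), with a log2 fold change of 3.41 (SE 0.87) in the authors' deposited table (adjusted p = 0.0353, Wald test), and Tmem144, a transmembrane protein gene, followed outside the genes shared with BI04 with 1.30 (SE 0.34, adjusted p = 0.0446). Thymocyte genes rose together with Rag1 in GF vs Cecum, with 7 of the 8 tested members of a list of such genes above 0 and a median log2 fold change of 0.60 (limma's cameraPR, adjusted p = 7.40e-05, and adjusted p = 0.0641 with an inter-gene correlation of 0.2). Of these 8 genes, 1 passed over all genes and 4 passed when adjusted over the list alone, and Cd8a, the next after Rag1, had a log2 fold change of 1.45 (SE 0.38, adjusted p = 0.0504) in the authors' deposited table. The correlation between the genes of a list could not be estimated from comparison tables, so list tests used a preset correlation of 0.01, and p-values at 0.05 or at 0.2, the latter chosen after the data were examined, are given where the call ends there. With no minimum mean normalized count, 102 genes were higher in GF than in Cecum and 90 higher than in BI04, with a minimum of 50 these were 7 and 14, and with Wald statistics rescaled to the spread of all genes (an empirical null) they were 7 and 7.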

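Among the genes higher in GF, 9 were called in both comparisons. Beside Sfi1, these were AU040320, the histone H4 gene Hist4h4, Mid1, which encodes a microtubule-binding ubiquitin ligase, the formin gene Fmn1, the cytochrome c oxidase subunit gene Cox6b2, the calcium channel subunit gene Cacng7, the processed pseudogene Gm7638 and the antisense gene Gm11399. AU040320 (chromosome 4, 126753544 to 126870070) had a log2 fold change of 0.85 (SE 0.08) against BI04 and 0.84 (SE 0.08) against Cecum in the authors' deposited tables (adjusted p = 3.65e-21 and 4.62e-20, Wald test). The changes of Hist4h4 (chromosome 6, 136801553 to 136804415), at 0.74 (SE 0.11) and 0.76 (SE 0.11), and of Mid1 (chromosome X, 169685199 to 170005736), at 1.00 (SE 0.16) and 1.01 (SE 0.16), were as close to each other in the authors' deposited tables. Cox6b2 reached 1.14 (SE 0.25) and 1.41 (SE 0.27), Fmn1 0.70 (SE 0.13) and 0.63 (SE 0.14), Cacng7 1.10 (SE 0.23) and 0.99 (SE 0.24) and Gm7638 1.94 (SE 0.35) and 1.40 (SE 0.34) in the authors' deposited tables, with adjusted p between 2.27e-05 and 0.0239 (Wald test). The overlap of 9 genes is above the 0.0223 genes that independent lists of these sizes share (one-sided Fisher's exact test over 19511 genes, p = 4.42e-23). Both comparisons used the same GF lungs. At an unadjusted p under 0.05, 945 genes had the same sign in both, where 100 simulations of unchanged groups against shared GF lungs gave 202 on average and 231 at most. The simulated noise was set by the deposited SEs. The Wald statistics were spread more widely than that against GF, with a central spread of 1.30 and 1.21. In BI04 vs Cecum it was 0.91, so the noise shared through the GF lungs may be larger than simulated. Part of the excess over independent lists and over the simulations may still come from the shared GF lungs. Gm11399 (chromosome 11, 3142048 to 3143363) lies inside Sfi1 on the other strand, and with 1.61 (SE 0.25) and 1.96 (SE 0.26) in the authors' deposited tables it moved with Sfi1, so reads of the 2 genes may not be told apart. The transcript of Mid1 matches Mid1-ps1 at 96.6% of 1287 bases and that of Hist4h4 matches Gm45015 at 97.0% of 264 bases, and reads may be split between such copies. With a minimum mean normalized count of 50, 5 of these genes were higher in both comparisons, as with the empirical null, and with no minimum 37 genes were.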

A total of 8 genes were significantly upregulated in both comparisons: AU040320, Cox6b2 (Cytochrome C Oxidase Subunit 6B2), Fmn1 (Formin 1), Gm11399, Gm7638, Hist4h4 (Histone H4), Mid1 (Midline 1), and Sfi1 (SFI1 Centrin Binding Protein) (Chi-square P<0.001). 

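Lower in GF were 22 genes in GF vs Cecum and 22 genes in GF vs BI04, of which 18 and 16 were protein coding. The lowest in both was Zfp979, a zinc finger protein gene on chromosome 4 (147611937 to 147642513), with a log2 fold change of -8.43 (SE 0.70) against Cecum and -8.63 (SE 0.70) against BI04 in the authors' deposited tables (adjusted p = 1.23e-29 and 2.92e-31, Wald test). Arl2bp, whose product binds the ARL2 GTPase (chromosome 8, 94666600 to 94674425), had the smallest p of all genes, with -1.55 (SE 0.08) against Cecum and -1.62 (SE 0.08) against BI04 in the authors' deposited tables (adjusted p = 6.38e-77 and 9.11e-87, Wald test). Called lower than in BI04, and not called against Cecum, was H2-Q7, a nonclassical MHC class I gene (chromosome 17, 35439155 to 35443773), with -1.59 (SE 0.35) in the authors' deposited table (adjusted p = 0.00329). Reg3g, an antibacterial lectin (chromosome 6, 78466269 to 78468872), and Actn2, the alpha-actinin of the muscle Z-disc, were lower than in Cecum, with -6.15 (SE 1.62) and -2.55 (SE 0.63) in the authors' deposited table (adjusted p = 0.0499 and 0.0272, Wald test). Cardiac muscle genes fell together with Actn2. Of 18 such genes, all 18 lay below 0 in GF vs Cecum, with a median log2 fold change of -1.55 (limma's cameraPR, adjusted p = 1.24e-14), and 15 were lower when adjusted over the list alone, against 1 over all genes. Among them, Hrc stood at -1.77 (SE 0.47), Csrp3 at -2.13 (SE 0.65) and Myh6, the alpha heavy chain of cardiac myosin, at -1.71 (SE 0.53) in the authors' deposited table. Against BI04 all 18 were again below 0, with a median of -1.06 (limma's cameraPR, adjusted p = 3.96e-07, and adjusted p = 0.0914 with an inter-gene correlation of 0.2), and 0 passed over all genes or over the list alone, where 8 had an unadjusted p under 0.05 in the authors' table. The longest transcript of Zfp979 matches that of Zfp978 at 95.4% of 988 bases and that of H2-Q7 matches H2-Q6 at 100% of 263 bases. With no minimum mean normalized count 68 and 80 genes were lower in GF than in Cecum and BI04, with a minimum of 50 these were 15 and 14, and with the empirical null 12 and 13.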

Other genes were down-regulated in GF compared to Cecum (26 genes) and BI04 (24 genes). 

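In both comparisons 15 genes were lower in GF. Among the larger changes beside Zfp979 were those of Gm37954 (chromosome 1, 131376461 to 131378531), with a log2 fold change of -3.39 (SE 0.28) against BI04 and -3.28 (SE 0.28) against Cecum, and of Arhgap19, a GTPase-activating protein (chromosome 19, 41766588 to 41802047), with -2.12 (SE 0.20) and -1.92 (SE 0.20) in the authors' deposited tables. Shisa7 was at -2.23 (SE 0.40) and -1.83 (SE 0.41), the noncoding Gm33195 at -1.78 (SE 0.22) and -1.65 (SE 0.22), Ap1m2, an adaptor subunit of epithelial cells, at -1.19 (SE 0.20) and -1.12 (SE 0.20), and Prg2, the eosinophil major basic protein, at -1.49 (SE 0.34) and -1.38 (SE 0.35) in the authors' deposited tables. Mfap1a and Mfap1b, which encode a component of the spliceosome and lie near each other on chromosome 2 (121491911 to 121506665 and 121460235 to 121474067), had -1.82 (SE 0.13) and -1.43 (SE 0.19) against BI04 and nearly the same values against Cecum, -1.82 (SE 0.14) and -1.44 (SE 0.19), in the authors' deposited tables. Smaller changes of -0.59 (SE 0.13) and -0.67 (SE 0.14) for Cyp26b1, which degrades retinoic acid, and of -0.77 (SE 0.18) and -0.83 (SE 0.18) for Nlrp5-ps are given by the authors' deposited tables. The adjusted p of the 15 genes ran from 9.11e-87 for Arl2bp to 0.0344 for Prg2 (Wald test, Benjamini-Hochberg). C530043K16Rik, at -1.12 (SE 0.12) and -1.18 (SE 0.12) in the authors' deposited tables, lies inside Apbb2 on the same strand. Stox2 (chromosome 8, 47180048 to 47446362), at -0.69 (SE 0.06) against BI04 and -0.58 (SE 0.06) against Cecum in the authors' deposited tables, stayed just short of the fold change threshold against Cecum (adjusted p = 1.54e-16). The overlap of 15 genes is above the 0.0248 of independent lists (one-sided Fisher's exact test, p = 1.69e-42), with the same limit of shared GF lungs. Transcripts of Mfap1a and Mfap1b match each other at 99.4% of 2298 bases, that of Gm37954 matches Gm17132 at 95.3% of 683 bases and that of Nlrp5-ps matches Nlrp5 at 98.2% of 504 bases, so their reads may be split or shared.

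**Figure D1:**
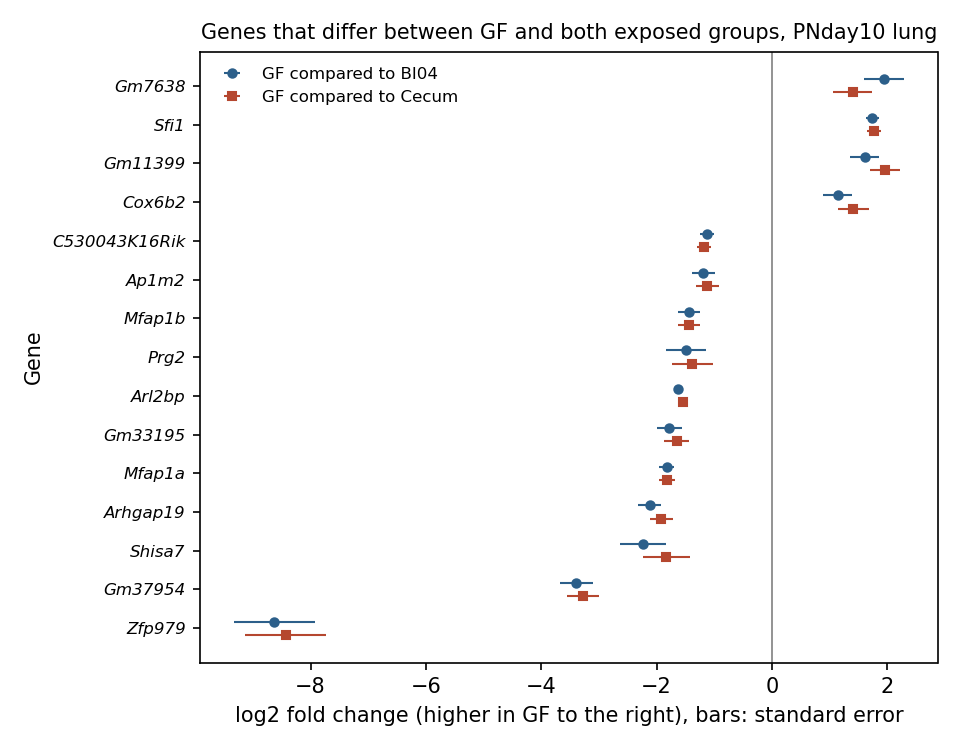
Log2 fold change of the genes called in both comparisons whose log2 fold change lies beyond 1 in both, from the authors' deposited tables for both sexes, with circles for GF compared to BI04, squares for GF compared to Cecum and bars for the standard error. Values right of 0 are higher in GF and values left of 0 are lower in GF, and for each gene shown both comparisons lie on the same side.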

A total of 14 genes were significant in both comparisons: Ap1m2 (Adaptor Related Protein Complex 1 Subunit Mu 2), Arhgap19 (Rho GTPase Activating Protein 19), Arl2bp (ADP Ribosylation Factor Like GTPase 2 Binding Protein), C530043K16Rik, Cyp26b1 (Cytochrome P450 Family 26 Subfamily B Member 1), Fbxl3 (F-Box And Leucine Rich Repeat Protein 3), Gm33195, Gm37954, Hmbs (Hydroxymethylbilane Synthase), Mfap1a (Microfibrillar-associated protein 1A), Mfap1b (Microfibrillar-associated protein 1B), Nlrp5-ps (NLR family, pyrin domain containing 5), Prg2 (Proteoglycan 2, Pro Eosinophil Major Basic Protein), Shisa7 (Shisa Family Member 7), Stox2 (Storkhead Box 2), Zfp979 (zinc finger protein 979) (Chi-square P<0.001) (For all, see **Supplementary Table 1**.) (For volcano plots see **Supplementary Table 1A** GFvs BI04 and 1B GF vs Cecum.)

### Cluster analysis

PCA plots were completed by treatment and sex of the animals (**Figure 1**). Unexpectedly, at PNDay10 the major difference in lung transcriptomics was due to the sex of the animals, although the treatment effects were still significant. The samples clustered by treatment (p=0.0315), but sex of the offspring was the strongest difference (p=0.0001), without interaction between sex and treatment. Therefore, we performed all subsequent analyses separated by sex, where possible. 

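The exposure effect was compared between the sexes gene by gene. It differed between females and males for 151 genes in GF vs BI04 and for 85 genes in GF vs Cecum (z test of the female minus the male log2 fold change, Benjamini-Hochberg adjusted over 19516 genes). In GF vs BI04 the smallest adjusted p was that of Dst, a cytoskeletal linker protein, whose log2 fold change was 0.18 (SE 0.04) in females and -0.18 (SE 0.04) in males in the authors' deposited tables, a difference of 0.36 (SE 0.06, adjusted p = 1.08e-06, z test). Mdn1, which takes part in ribosome assembly, differed by 0.67 (SE 0.13) and Tada2a, a subunit of histone acetyltransferase complexes, by 1.09 (SE 0.21), both with higher values in females. Cers3, a ceramide synthase of very long chain lipids (chromosome 7, 66743504 to 66823691), stood at -1.16 (SE 0.46) in females and 1.94 (SE 0.48) in males in the authors' deposited tables, and the antisense gene Gm15792 differed by -3.78 (SE 0.81), both at an adjusted p of 0.00686 (z test). In GF vs Cecum the effect differed by 0.61 (SE 0.10) for Eps15l1, an endocytosis adaptor, by -0.85 (SE 0.16) for Tmx4, a thioredoxin-related membrane protein, and by -0.72 (SE 0.15) for Ctss, a protease of antigen presenting cells, at adjusted p of 4.76e-05, 0.00138 and 0.00268 (z test). The z statistics of all genes were wider than chance gives, with a central spread of 1.34 and 1.28. With an empirical null that divides by this spread, 1 gene was left in GF vs BI04 (Dst) and 2 in GF vs Cecum, Eps15l1 and Apoa2, of which Apoa2 rests on an estimate in females that its counts cannot carry. The effect of sex itself and the positions of the samples in the PCA were not analysed here, because the tables give no values per sample.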

(For separate sex differentiated PCA plots, see **Supplementary Figure 2**.)

**Figure 1:**
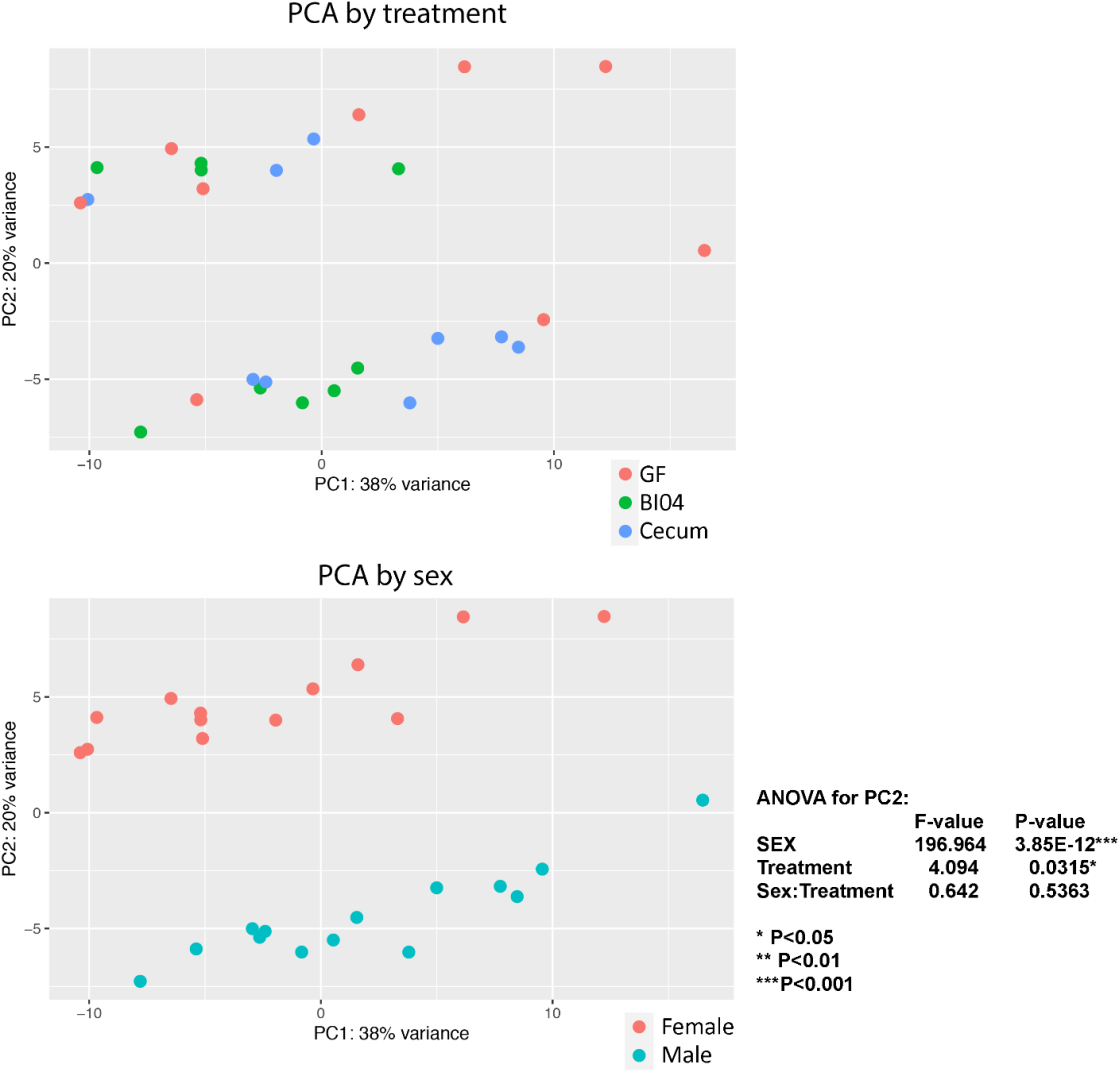
Shows lung tissue transcriptomics at PNday10 as PCA plots by treatment and sex. By Treatment: The samples clusters by perinatal treatment GF=Germ-free offspring, BI04=Offspring perinatally monocuture exposed to Bifidobacterium (BI04), and Cecum= Offspring exposed to full cecum community (p=0.0315), By Sex: The strongest clustering was according to sex, RED= Females and Blue= Males (p=0.0001).

### Sex-differentiated transcriptomics results

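Within a sex, 153 genes were called in at least 1 of the 4 comparisons with GF. These were 104 genes in GF vs BI04 and 49 in GF vs Cecum females, and 27 and 24 in males (Wald test, Benjamini-Hochberg adjusted p under 0.05 and the fold change threshold). Of the 153 genes, 128 were called in a single comparison, 11 in 2, 2 in 3 and 12 in all 4. Females had 77 of their 104 genes lower in GF than in BI04, and 62 of these 77 were protein coding. With no fold change threshold these were 104 lower and 79 higher genes, and with no minimum mean normalized count 77 and 60. Among the 8 largest decreases in GF vs BI04 females were those of the antisense gene Gm15792 (chromosome 5, 110331206 to 110333203), at -3.30 (SE 0.57), which was called lower against Cecum females too, of Gm10717, at -2.97 (SE 0.70), of Gm10800 and Gm10801, and of Gm21738, at -2.45 (SE 0.69), in the authors' deposited table (adjusted p = 1.28e-05 for Gm15792, 0.0105 for Gm10717 and 0.0461 for Gm21738, Wald test), and Gm25202, a small nuclear RNA, was the most increased at 2.23 (SE 0.58, adjusted p = 0.0252). In GF vs Cecum females the microRNA gene Mir3620, at -2.67 (SE 0.66), was lower and the small nucleolar RNA Snord69, at 2.02 (SE 0.54), and Dipk1b, at 1.56 (SE 0.42), were higher in the authors' deposited table (adjusted p = 0.0179, 0.0391 and 0.0391, Wald test). GF males were higher than BI04 males in P2ry2, a receptor of extracellular nucleotides, at 0.98 (SE 0.22), and than Cecum males in Bnc1, a transcription factor of epithelial and mesothelial cells, at 1.56 (SE 0.38), in the carbonyl reductase gene Cbr3, at 1.29 (SE 0.31), in Neurl3, at 1.14 (SE 0.29), and in the kinase gene Camk4, at 1.01 (SE 0.22), in the authors' deposited tables (adjusted p = 0.00598, 0.0286, 0.0245, 0.0429 and 0.00427, Wald test), while Ipcef1, at -1.42 (SE 0.34), was lower (adjusted p = 0.0289). Plasma protein genes of the liver rose in GF vs Cecum females, where all 13 tested members of a list of liver genes lay above 0 with a median of 4.03 (limma's cameraPR, adjusted p = 1.44e-16). Of them 3 passed over all genes and 11 when adjusted over the list alone, among them Fga, a fibrinogen chain, at 6.87 (SE 1.65, adjusted p = 0.0131), Apoa1 at 4.93 (SE 1.31, adjusted p = 0.0391) and Alb, albumin, at 4.30 (SE 1.30, adjusted p = 0.101) in the authors' deposited table. The liver list rose in BI04 vs Cecum females too, so this rise is not particular to GF. T cell genes rose in GF vs Cecum males, with 13 of 15 members above 0 and a median of 0.68 (limma's cameraPR, adjusted p = 4.90e-05, and adjusted p = 0.178 with an inter-gene correlation of 0.2), of which 1, Camk4, passed over all genes and 4 when adjusted over the list alone. The number of genes called at least once was 369 with no minimum mean normalized count, 294 with no fold change threshold or at an adjusted p under 0.1, and 19 with the empirical null.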

The common list of a total of 586 transcripts was significantly differentially expressed in at least one of two comparisons, i.e. when comparing GF to BI04 and Cecum animals. Of those, only 14 transcripts overlaped across all sex differentiated comparisons: Arl2bp, Sfi1, Mfap1a, Zfp979, Arhgap19, Gm37954, Fbxl3 (F-Box And Leucine Rich Repeat Protein 3), AU040320, Stox2, Mfap1b, Apbb2 (Amyloid Beta Precursor Protein Binding Family B Member 2), Gm33195, C530043K16Rik, and Hist4h4. 

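The 12 genes called in all 4 within-sex comparisons all kept their direction, 3 higher and 9 lower in GF. Sfi1 had log2 fold changes of 2.04 (SE 0.15) in females and 1.37 (SE 0.17) in males against BI04 and 1.91 (SE 0.16) and 1.50 (SE 0.16) against Cecum in the authors' deposited tables. AU040320 ran from 0.74 to 0.94 and Hist4h4 from 0.67 to 0.94 over these 4 values, which the authors' deposited tables give with SE between 0.13 and 0.17. On the other side, Zfp979 lay at -8.62 (SE 0.87) and -8.67 (SE 1.21) against BI04 in females and males and at -8.33 (SE 0.88) and -8.52 (SE 1.21) against Cecum, and Arl2bp between -1.71 and -1.40 in the authors' deposited tables. Mfap1a, Mfap1b, Arhgap19, Gm33195, Gm37954 and C530043K16Rik were among the other lower genes. Only C530043K16Rik among the 12 differed between the sexes in GF vs BI04, from -0.78 (SE 0.15) in females to -1.62 (SE 0.18) in males in the authors' deposited tables (difference 0.84, SE 0.24, adjusted p = 0.0498, z test, and 0.965 with an empirical null). Stox2, at -0.53 (SE 0.10) in GF vs Cecum males, and Apbb2, at 0.55 (SE 0.10) and 0.51 (SE 0.10) in females against BI04 and Cecum, in the authors' deposited tables, stayed short of the fold change threshold, and Apbb2 had an adjusted p of 0.0674 in GF vs Cecum males (Wald test). Females and males shared 3 higher and 10 lower genes in GF vs BI04, where independent lists share 0.0180 and 0.0552, and 4 higher and 9 lower genes in GF vs Cecum, where independent lists share 0.0158 and 0.0140 (one-sided Fisher's exact tests, p = 6.69e-07, 4.92e-22, 1.11e-09 and 1.86e-25). Females and males of a group may share litters and isolators, so the agreement of the sexes is no independent repeat of an exposure effect. Across 13350 genes with a mean normalized count of at least 50, the log2 fold changes of GF vs BI04 and GF vs Cecum were compared. Their Pearson correlation was 0.73 in females and 0.86 in males, where simulated groups without an effect that share the GF lungs gave 0.44 and 0.69. The covariance was 0.0544 in females and 0.0655 in males. The SEs assign 0.0170 and 0.0287 of it to the shared GF lungs, and the differences are 0.0374 and 0.0368. The SEs may be too small for the GF lungs. The Wald statistics had a central spread between 1.20 and 1.36 against GF, and of 0.97 and 0.83 in BI04 vs Cecum females and males. The differences are thus no measure of an exposure effect. Genes are not independent replicates. With the empirical null 8 genes remained in all 4 comparisons, without C530043K16Rik, Gm33195, Hist4h4 and Mfap1b.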

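Between the exposed groups, 2 genes were called in females, 0 in males and 0 in both sexes (Wald test, Benjamini-Hochberg), with an unadjusted p under 0.05 for 947, 368 and 607 genes in the authors' deposited tables. Both called genes were higher in BI04 than in Cecum females. Apoa2, an apolipoprotein of plasma lipoproteins (chromosome 1, 171225054 to 171226379), had a log2 fold change of 20.68 (SE 1.81, adjusted p = 5.46e-26), and Gm10801, on chromosome 2 from 98662237 to 98664083, had one of 3.76 (SE 0.82, adjusted p = 0.0428) in the authors' deposited table. With a mean normalized count of 19.6, no ratio of counts of Apoa2 can reach a log2 fold change of 20.68, so this value gives at most the direction and not the size. The SE and adjusted p of Apoa2 come from the same fit and do not measure how sure the change is. Without values per sample, it cannot be told whether a single library carries it. In males the authors' deposited table has Apoa2 at -1.73 (SE 1.11). Gm10717, at 3.62 (SE 0.82), and Gm10800, at 3.64 (SE 0.84), lay close to Gm10801 in females in the authors' deposited table (adjusted p = 0.0695 and 0.0745, Wald test). Ahnak, a large scaffold protein, at -0.24 (SE 0.06), Egfr, the epidermal growth factor receptor, at -0.38 (SE 0.10), and the antisense gene Tnk2os, at -0.87 (SE 0.22), were lower in BI04 than in Cecum females in the authors' deposited table without passing the test (adjusted p = 0.117, 0.324 and 0.324). In males Fbxl12os was at 0.66 (SE 0.17) in the authors' deposited table (unadjusted p = 1.31e-04, adjusted p = 1.000, Wald test). Liver genes rose together with Apoa2 in BI04 vs Cecum females, all 13 above 0 with a median of 3.84 (limma's cameraPR, adjusted p = 1.48e-24), 1 of them past the test over all genes and 11 when adjusted over the list alone. Markers of alveolar type 1 cells were lower in BI04 females, with 11 of 12 below 0 and a median of -0.21 (limma's cameraPR, adjusted p = 3.02e-08), 0 past the test over all genes and 4 when adjusted over the list alone, such as Sema3e at -0.32 (SE 0.09) and Clic5 at -0.26 (SE 0.09) in the authors' deposited table. With a minimum mean normalized count of 50, 0 genes were called in either sex, with the empirical null 4, at an adjusted p under 0.1 4 and with the authors' own adjusted p 6.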

Only eight transcripts were up or downregulated in Bi04 compared to Cecum: Apoa2 (Apolipoprotein A2), Gm10801, Gm10717, Gm10800, Ahnak (AHNAK Nucleoprotein), Tnk2os (Tyrosine kinase, non-receptor 2), Egfr (Epidermal Growth Factor Receptor) and Fbxl12os (F-box and leucine-rich repeat protein 12) (Chi-square P<0.001). (See Heatmap in **Supplementary Figure 3** at the end of the manuscript) and list with p-values in **Supplementary Table 2**.)

### Bio informatics analysis

We analyzed the transcription data in two different ways, with two different tools. The first approach was using the Reactome pathway knowledgebase, which is an open source, curated database of pathways and reactions in human biology (Gillespie et al., 2021). Using the sex-differentiated but compiled data for a Gene Ontology analysis, we found several lung surfactant-relevant functional pathways emerged. When comparing the significant transcripts between Cecum and GF mice the PANTHER, overrepresentation analysis showed the following, selected pathways: Defective CSF2RA causes pulmonary surfactant metabolism dysfunction 4 (SMDP4) (R-HSA-5688890), Diseases associated with surfactant metabolism (R-HSA-5687613), Surfactant metabolism (R-HSA-5683826) and Gene Ontology Biological Process Complete protein-lipid complex subunit organization (GO:0071825). 

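Of 14 genes for surfactant proteins, their processing and lamellar body lipid transport, 10 were lower in GF than in Cecum females and all 14 were higher in GF than in Cecum males in direction. Females had a median log2 fold change of -0.12 (limma's cameraPR, adjusted p = 0.00200, adjusted p = 0.369 with an inter-gene correlation of 0.2), with Sftpa1 (chromosome 14, 41131782 to 41136452), the collectin surfactant protein A, at -0.41 (SE 0.10, adjusted p = 0.0180) and Sftpd (chromosome 14, 41172214 to 41185149), surfactant protein D, at -0.37 (SE 0.10, adjusted p = 0.0391) in the authors' deposited table. Lamp3, a protein of lamellar bodies, was at -0.37 (SE 0.12) there without passing over all genes, and 3 of the 14 passed when adjusted over the list alone. In males the median was 0.24 (limma's cameraPR, adjusted p = 2.84e-11), with 2 of 14 genes past the test over all genes and 9 when adjusted over the list alone. These were led by Sftpb (chromosome 6, 72304610 to 72314371), at 0.34 (SE 0.08, adjusted p = 0.0181), and Sftpc (chromosome 14, 70520949 to 70524081), at 0.32 (SE 0.08, adjusted p = 0.0438), the hydrophobic surfactant proteins, in the authors' deposited table. In both sexes together the list did not pass the test, with a median of 0.04 (limma's cameraPR, adjusted p = 0.233) and Sftpc at 0.14 (SE 0.06) in the authors' deposited table. Alveolar type 2 cell markers, which share Sftpa1, Sftpb, Sftpc, Abca3, Lamp3, Lpcat1, Napsa, Slc34a2, Etv5 and Lyz2 with the surfactant list and so are no separate evidence, moved down in females with 12 of 15 below 0 and a median of -0.12 (limma's cameraPR, adjusted p = 2.81e-04, adjusted p = 0.266 with an inter-gene correlation of 0.2) and up in males with 15 of 15 above 0 and a median of 0.22 (adjusted p = 1.31e-08). Over all genes 1 of these markers passed in females and 2 in males, and 4 and 6 when adjusted over the list alone. Markers of alveolar type 1 cells, Sema3e at -0.48 (SE 0.09) and Cldn18 at -0.32 (SE 0.08) in the authors' deposited table among them, were lower in GF females too, with 10 of 12 below 0, a median of -0.21 (limma's cameraPR, adjusted p = 3.85e-05, adjusted p = 0.118 with an inter-gene correlation of 0.2), 2 past the test over all genes and 5 when adjusted over the list alone. Type 1 markers were lower in BI04 than in Cecum females as well, so their lower values are not particular to GF. Mesothelial markers of the lung surface were lower in GF females as well, with 7 of 8 below 0 and a median of -0.67 (limma's cameraPR, adjusted p = 6.89e-05, adjusted p = 0.0641 with an inter-gene correlation of 0.2). Msln, at -0.79 (SE 0.18, adjusted p = 0.00816) in the authors' deposited table, was the one that passed over all genes, and 5 passed when adjusted over the list alone. Against random lists matched on mean normalized count, the surfactant list in females had an adjusted p of 0.0691, and against lists matched on gene and transcript length too, the type 2 and type 1 lists in females had 0.0709 and 0.0514 and the surfactant list 0.176.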

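Lists of surfactant lipid synthesis, surfactant clearance and lipoproteins did not pass the test in GF vs Cecum females at a correlation of 0.01. The 18 tested genes of phosphatidylcholine synthesis, the main surfactant lipid, had a median log2 fold change of -0.13 (limma's cameraPR, adjusted p = 0.0552), with Plpp1 at -0.28 (SE 0.09) and Chkb, a choline kinase, at 0.36 (SE 0.13) in the authors' deposited table, 0 past the test over all genes where 6 had an unadjusted p under 0.05, and 3 when adjusted over the list alone. For uptake and catabolism of surfactant and GM-CSF signalling the median of 16 genes was -0.11 (limma's cameraPR, adjusted p = 0.0616), with Lipa, the lysosomal acid lipase, at -0.25 (SE 0.10) in the authors' deposited table, and 0 genes passed over all genes or over the list alone, where 3 had an unadjusted p under 0.05. The 17 genes of plasma lipoproteins and LXR targets had a median of 0.05 (limma's cameraPR, adjusted p = 0.126, adjusted p = 0.0148 against random lists matched on mean normalized count, gene length and transcript length). Of them the apolipoprotein genes Apoa2, at 21.31 (SE 1.78, adjusted p = 4.53e-29), a value beyond what its counts can show, and Apoa1 passed over all genes in the authors' deposited table, and both are on the list of liver genes, which rose in the same comparison with 13 of 13 above 0 and a median of 4.03 (limma's cameraPR, adjusted p = 1.44e-16). Beside them, Lpl, lipoprotein lipase, was at -0.39 (SE 0.11) and Nr1h3, the LXR alpha receptor, at 0.54 (SE 0.17) in the authors' deposited table, and 3 higher and 2 lower genes of the lipoprotein list passed when adjusted over the list alone. The paper's list of 23 surfactant genes, which it tested on these lungs, had 21 members tested here, with a median of -0.09 in females (limma's cameraPR, adjusted p = 0.0452, adjusted p = 0.188 with an inter-gene correlation of 0.05) and 0.09 in males (adjusted p = 0.00437, adjusted p = 0.0502 with a correlation of 0.05), 2 genes past the test over all genes in each sex, and 2 and 3 when adjusted over the list alone. From pathways of surfactant metabolism and protein-lipid complexes among the transcripts that differed between GF and Cecum (Supplementary Table 3A), the paper concludes that the few emerging differences between these groups are relevant to surfactant dysfunction, metabolism and protein-lipid interaction.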

(For complete table see **Supplementary Table 3A**.) 

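Genes of cell division were lower in GF than in BI04 females. All 31 genes of a G2 and M phase list lay below 0, with a median log2 fold change of -0.61 (limma's cameraPR, adjusted p = 1.23e-19), and 5 passed the test over all genes and 22 when adjusted over the list alone. Cdk1, the kinase that drives entry into mitosis (chromosome 10, 69335146 to 69352938), was at -0.95 (SE 0.22), the anaphase regulator Fbxo5 at -0.91 (SE 0.23), the spindle motor Kif11 at -0.71 (SE 0.18) and the mitotic cyclin Ccnb2 at -0.95 (SE 0.26) in the authors' deposited table (adjusted p = 0.00898, 0.0219, 0.0219 and 0.0387, Wald test). Of 30 genes of DNA replication and S phase 29 lay below 0, with a median of -0.50 (limma's cameraPR, adjusted p = 1.24e-14), 6 past the test over all genes and 17 when adjusted over the list alone. Brca1 was at -1.05 (SE 0.23), the replication helicase subunit Mcm6 at -0.82 (SE 0.18), E2f7 at -0.91 (SE 0.21) and the ribonucleotide reductase subunit Rrm2 at -1.22 (SE 0.32) in the authors' deposited table (adjusted p = 0.00299, 0.00364, 0.00704 and 0.0268, Wald test). Replication-dependent histone genes, whose transcripts have no poly(A) tail, were lower as well, 47 of 53 below 0 with a median of -0.55 (limma's cameraPR, adjusted p = 4.46e-17), 6 lower and 1 higher over all genes and 30 lower and 1 higher when adjusted over the list alone, with Hist1h2af at -0.98 (SE 0.21), Hist1h2al at -0.55 (SE 0.14) and Hist1h4b at -0.96 (SE 0.24) and, on the other side, Hist4h4 at 0.78 (SE 0.15) in the authors' deposited table. Red cell genes moved with these groups, all 13 below 0 with a median of -0.70 (limma's cameraPR, adjusted p = 2.29e-05, adjusted p = 0.118 with an inter-gene correlation of 0.2), with Fech at -0.52 (SE 0.21) and Slc4a1, the anion exchanger of red cells, at -0.76 (SE 0.37) in the authors' deposited table, and 1 of them passed over all genes or over the list alone. Males had no such shift, with a median of 0.01 for the G2 and M phase list and -0.03 for the S phase list (limma's cameraPR, adjusted p = 0.618 and 0.847), Aurka at 0.56 (SE 0.25) and Tyms at 0.27 (SE 0.21) in the authors' deposited table and 0 genes past the test, over all genes or the lists alone, where 1 G2 and M phase gene had an unadjusted p under 0.05. The female minus male difference passed for the G2 and M phase list with a median of -0.65, the S phase list with -0.48, the histone list with -0.66 and the red cell list with -1.23 (limma's cameraPR, adjusted p = 2.07e-11, 7.27e-07, 9.99e-14 and 7.27e-06). With an inter-gene correlation of 0.2 these differences had adjusted p = 0.0567, 0.224, 0.0704 and 0.0704. In GF vs Cecum females the G2 and M phase list was lower with a smaller median of -0.30 (adjusted p = 3.85e-05, adjusted p = 0.377 with an inter-gene correlation of 0.2), 27 of 31 genes below 0 and 0 genes past the test over all genes or over the list alone, where 7 had an unadjusted p under 0.05.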

When comparing the significant transcripts between BI04 vs GF, the results were less profound and consisted mostly of household gene pathways involved in cell proliferation and division. (For complete table see **Supplementary Table 3B**.)

The second bioinformatic approach used the Ingenuity Pathway Analysis Tool. The pathways were generated using QIAGEN Ingenuity Target Explorer (QIAGEN, Inc. https://targetexplorer.ingenuity.com/). 

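Translation factors were lower in GF than in Cecum females. Of 26 initiation and elongation factor genes 20 lay below 0, with a median log2 fold change of -0.11 (limma's cameraPR, adjusted p = 0.00102, adjusted p = 0.509 with an inter-gene correlation of 0.2, adjusted p = 0.0910 against random lists matched on mean normalized count, gene length and transcript length). Eif3c passed over all genes at -0.27 (SE 0.07, adjusted p = 0.0425), and Eef1a1, the main elongation factor, stood at -0.26 (SE 0.07) and Eif5a at -0.25 (SE 0.10) in the authors' deposited table, where 2 genes passed when adjusted over the list alone. In males the same list had a median of -0.00 with a test direction upward (limma's cameraPR, adjusted p = 0.986) and Eif5a was at 0.24 (SE 0.10) in the authors' deposited table. As lists, macrophage markers did not pass. The gene lists tested here are not the paper's Reactome or Ingenuity pathways, so their results do not test those pathways. Alveolar macrophage markers had a median of -0.08 over 12 genes in both sexes and -0.09 in females (limma's cameraPR, adjusted p = 0.636 and 0.648), with Car4 at -0.17 (SE 0.07) and Fabp1 at 1.59 (SE 0.56) in both sexes and Ear2 at -0.48 (SE 0.27) in females in the authors' deposited tables. Interstitial macrophage and monocyte markers had a median of 0.02 over 13 genes (limma's cameraPR, adjusted p = 0.714), with Ccr2, a monocyte chemokine receptor, at 0.38 (SE 0.17) in the authors' deposited table. Genes that sense bacteria were lower in GF than in Cecum lungs of both sexes, with 12 of 18 below 0 and a median of -0.23 (limma's cameraPR, adjusted p = 0.0213, adjusted p = 0.108 with an inter-gene correlation of 0.05). None of the 18 passed over all genes or over the list alone, where 5 had an unadjusted p under 0.05, with Cd14 at -0.82 (SE 0.31) and Ly96 at -1.06 (SE 0.41), both parts of lipopolysaccharide recognition, and Lbp at -0.30 (SE 0.12) in the authors' deposited table. Pro-inflammatory cytokine genes, of which 8 of 21 could be tested, had a median of -0.03 and interferon-induced genes one of -0.09 over 20 genes (limma's cameraPR, adjusted p = 0.676 and 0.208), Nfkbia being at 0.21 (SE 0.11) and Ifit2 at -0.18 (SE 0.09) in the authors' deposited table. T cell genes were higher in GF, with 13 of 15 above 0, a median of 0.38 (limma's cameraPR, adjusted p = 0.00170, adjusted p = 0.372 with an inter-gene correlation of 0.2), 0 past the test over all genes, 2 when adjusted over the list alone and 6 at an unadjusted p under 0.05. Cd8a and Cd8b1, at 1.11 (SE 0.45) in the authors' deposited table, are on the thymocyte list too.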

We found 74 pathways, of which a few selected ones could be related to lung development and to the presence of bacteria when comparing Cecum animals with GF animals such as; “Regulation of eIF4 and p70S6K Signaling”, “Production of Nitric Oxide and Reactive Oxygen Species in Macrophages”, and “IL-12 Signaling” and “Production in Macrophages”. (For complete table see **Supplementary Table 4A**.) Again, when comparing the significant transcripts between GF and BI04, the results were less profound. We found 31 pathways consisted mostly of household gene pathways involved in cell proliferation and division. A few selected, possibly interesting pathways, stand out: “Antigen Presentation Pathway”, “IL-4 Signaling”, and “VEGF Signaling” as important for lung and immune development. 

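Genes of MHC class II presentation were higher in GF than in BI04 lungs of both sexes and genes of MHC class I presentation were lower. For class II, 9 of 10 tested genes lay above 0, with a median log2 fold change of 0.26 (limma's cameraPR, adjusted p = 3.21e-04, adjusted p = 0.150 with an inter-gene correlation of 0.2). H2-Aa (chromosome 17, 34282744 to 34287823), at 0.48 (SE 0.11, adjusted p = 0.00402), and H2-Ab1, at 0.36 (SE 0.09, adjusted p = 0.0395), the chains of the I-A molecule, passed over all genes in the authors' deposited table, and H2-DMa at 0.40 (SE 0.12) and the invariant chain gene Cd74 at 0.20 (SE 0.08) were the others of the 4 that passed when adjusted over the list alone. For class I, 13 of 16 genes lay below 0, with a median of -0.24 (limma's cameraPR, adjusted p = 0.00106, adjusted p = 0.361 with an inter-gene correlation of 0.2). H2-Q7 was the 1 gene past the test over all genes, 3 passed when adjusted over the list alone, and B2m, the light chain of class I molecules, stood at -0.40 (SE 0.15) and H2-K1 at -0.39 (SE 0.20) in the authors' deposited table. Class I transcripts resemble one another, and reads may be split among them. Neutrophil markers were lower in GF beside these groups, with 9 of 10 below 0 and a median of -0.37 (limma's cameraPR, adjusted p = 7.60e-04, adjusted p = 0.203 with an inter-gene correlation of 0.2), 0 past the test over all genes, 4 at an unadjusted p under 0.05 and the same number when adjusted over the list alone, such as Retnlg at -0.99 (SE 0.28) and Ngp, a granule protein, at -0.77 (SE 0.23) in the authors' deposited table. The IL-4 and IL-13 signalling list did not pass, with 6 of 12 tested genes on either side of 0, a median of -0.01 and a test direction upward (limma's cameraPR, adjusted p = 0.649), and the receptor genes Il13ra1 and Il4ra were at -0.32 (SE 0.13) and 0.12 (SE 0.05) and Stat6 at 0.15 (SE 0.06) in the authors' deposited table. VEGF signalling genes had a median of 0.03 over 17 genes in both sexes and -0.01 in females (limma's cameraPR, adjusted p = 0.872 and 0.819). In females members went both ways, with Shc1 at -0.31 (SE 0.08, adjusted p = 0.0163) and Nras at -0.36 (SE 0.10, adjusted p = 0.0453) lower and Nrp1, a VEGF coreceptor, at 0.15 (SE 0.05) in the authors' deposited table, 2 past the test over all genes and 2 higher and 3 lower when adjusted over the list alone. Vegfa was at 0.15 (SE 0.06) in both sexes in the authors' deposited table. The lists of antigen presentation, IL-4 and VEGF genes are not the paper's pathways of similar name, and do not test those.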

(For complete table see **Supplementary Table 4B**.)

### A few genes matched our pre-made list of possible genes for lung capacity

Based on the publication by Leeme et al (George et al., 2017), we compared transcripts possibly related to lung capacity. They had found 34 genes consistently upregulated or down-regulated at day E18, P28 and P70 (**Supplementary Table 5**). The lung-capacity-relevant transcripts werebased on two different mouse strains: the C3H/Hej mouse, which grows to have about twice the lung capacity of the second strain, the age-matched JF1/MsJ mice. Inclusion on the list was increased lung transcripts in JF1/MsJ (JF1) (small lung) compared to C3H/HeJ (larger lung) mice at E18 (cut off for fold change ≥2 fold; false discovery rate <10%; total number of transcripts=45). In our transcripts, we found 10 out of 34 genes differentially expressed overlapping the prepared list of lung-capacity-relevant genes: Glrx3 (Glutaredoxin 3), Gm14403, 2610507I01Rik, Glp1r (Glucagon Like Peptide 1 Receptor), Scn3a (Sodium Voltage-Gated Channel Alpha Subunit 3), Nme7 ((NME/NM23 Family Member 7), A330076H08Rik, Alad (Aminolevulinate Dehydratase), Gpr137b (G Protein-Coupled Receptor 137B) and Hc (Hemolytic complement).

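Of the 33 different genes on the paper's lung capacity list, 28 had a p in the authors' deposited tables and 10 had an unadjusted p under 0.05 in at least 1 of the 6 comparisons with GF. Glrx3, a glutaredoxin of iron-sulfur metabolism, stood at a log2 fold change of -0.33 (SE 0.13) against BI04 and -0.34 (SE 0.13) against Cecum in both sexes, and Nme7 (chromosome 1, 164304121 to 164437725) at -0.37 (SE 0.17) and -0.42 (SE 0.18) in females in the authors' deposited tables. Against Cecum, Hc, the complement component C5 (chromosome 2, 34983331 to 35061438), was at -0.29 (SE 0.09) and Glp1r, the receptor of glucagon-like peptide 1, at 0.27 (SE 0.11) in females, and Gpr137b, a lysosomal membrane protein, at -0.50 (SE 0.18) and Gm14403 at -0.53 (SE 0.18) in both sexes, by the authors' deposited tables. Against BI04, the sodium channel gene Scn3a was at 0.53 (SE 0.25) and 2610507I01Rik at -0.69 (SE 0.34) in both sexes, and Alad, an enzyme of heme synthesis, at 0.24 (SE 0.11) and A330076H08Rik at -0.52 (SE 0.24) in males, by the authors' deposited tables. The unadjusted p of these 10 genes ran from 0.00223 for Hc to 0.0437 for 2610507I01Rik (Wald test). Of the 23 with a mean normalized count of at least 10, 0 passed when adjusted over all genes, and 0 passed when adjusted over the list alone. Random lists of the same size matched on mean normalized count held 9.31 such genes on average (95% of lists between 5 and 14), and the one-sided p of the 10 genes was 0.466 over 10000 random lists. As a group the 23 tested genes had a median of -0.07 in GF vs BI04 and -0.09 in GF vs Cecum females (limma's cameraPR, adjusted p = 0.649 and 0.337). Transcripts of Glrx3 match Gm12669 at 99.5% of 942 bases and those of Gpr137b match Gpr137b-ps at 99.7% of 672 bases, and Gm14403 matches Gm14322 at 96.6% of 673 bases, so reads may be shared. With the empirical null 4 genes had a p under 0.05.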

### Several lung surfactant relevant genes match our pre-made list

Based on the publication by Olmeta 2017 (Olmeda et al., 2017), we compiled a list of lung surfactant-metabolism-relevant genes (**Supplementary Table 6**). 

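On the paper's list of 23 surfactant-metabolism genes, 16 had an unadjusted p under 0.05 in at least 1 of the 6 comparisons with GF in the authors' deposited tables. Surfactant proteins B and C rose in GF males, Sftpb with a log2 fold change of 0.37 (SE 0.08, adjusted p = 0.00485) and Sftpc with 0.38 (SE 0.08, adjusted p = 0.00367) against BI04 in the authors' deposited table. The lipid transporter genes Abca1, at 0.22 (SE 0.08, unadjusted p = 0.00882), and Abca3, of the lamellar body, at 0.09 (SE 0.04, unadjusted p = 0.0170), were on the positive side in GF vs BI04 of both sexes in the authors' deposited table. Bach2, a transcription repressor, was at -0.35 (SE 0.13) in GF vs BI04 and -0.34 (SE 0.13) in GF vs Cecum males, and in GF vs BI04 females Chka, a choline kinase, was at 0.25 (SE 0.11, unadjusted p = 0.0202) and Plpp2, a phospholipid phosphatase, at 0.87 (SE 0.37, unadjusted p = 0.0179) in the authors' deposited tables. Over all genes 5 of the list passed (Csf2rb2, Sftpa1, Sftpb, Sftpc and Sftpd), of which 1 passed the fold change threshold too, and when adjusted over the list alone 8 passed, with Abcg1, Csf2rb and Csf1r-ps in addition. Csf1r-ps, one of the 16 and of the 8, has a mean normalized count of 0.278 in the authors' deposited tables and fold changes that its counts cannot carry. The list was tested by the paper on these lungs and was made before them from another publication. Random lists matched on mean normalized count held 8.86 such genes on average (95% of lists between 5 and 13), and the one-sided p of the 16 genes was 0.00150 over 10000 random lists. Members of the random lists were drawn independently, so this p does not allow for correlation between the list's genes and may be too small. In GF vs BI04 males 17 of the 21 tested genes lay above 0, with a median of 0.17 (limma's cameraPR, adjusted p = 2.41e-04, adjusted p = 0.361 with an inter-gene correlation of 0.2) and 2 past the test over all genes or over the list alone. With the empirical null 10 genes of the list had a p under 0.05.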

We found 17 out of the 23 lung surfactant relevant genes on this list were differentially expressed in at least one comparison of our data: SFTPA1 (Surfactant Protein A1), SFTPB (Surfactant Protein B), SFTPC (Surfactant Protein C), SFTPD (Surfactant Protein D), ABCG1 (ATP Binding Cassette Subfamily G Member 1), ABCA1 (ATP Binding Cassette Subfamily A Member 1), Bach2 (BTB Domain And CNC Homolog 2), CHKA (Choline Kinase Alpha), PLPP2 (Phospholipid Phosphatase 2), ABCA3 (ATP Binding Cassette Subfamily A Member 3), Csf2rb (Colony Stimulating Factor 2 Receptor Subunit Beta), Csf1r-ps (Colony stimulating factor 1 receptor), Csf2rb2 (Colony stimulating factor 2 receptor, beta 2), Pla2g2a (Phospholipase A2 Group IIA), Pla2r1 (Phospholipase A2 Receptor 1), Pla2g6 (Phospholipase A2 Group VI), Pla2g12a (Phospholipase A2 group XIIA).

### Respiratory rates are lower in GF and BI04 adolescent animals

We found that respiratory rates (RR) were lower in GF and BI04 animals compared to the similar RR frequency of Cecum and the SPF reference animals and what have been shown by others (Bernhard et al., 2001). The two-way ANOVA for RR were significant for treatment (p= 0.00671) but showed no statistical differences based on the sex of the animals or had any sex/treatment interaction. The average numbers of breaths (RR) were: GF(n=16)=230/min, BI04(n=19)=220/min, Cecum(n=19)=267/min and the SFP references group(n=10)=261/min. The Cecum animals had a statistically higher RR than GF and BI04 ((GF vs Cecum p=0.0550782, Cecum vs BI04 p=0.0069387)). There were no statistically significant differences between GF, BI04 or Cecum mice for any of the other recorded breathing parameters related to tidal volume (VT), time of inhalation (TI) and expiration (TE) and time-of-pause (TP) (Results not shown). The body weights were a little higher in the SFP age-matched references group with average body weight 16.1 g, whereas all mice originating from GF-background groups all weighed less with a comparable average GF=9.9g, BI04 = 8.9g, Cecum=9.5g, which was not significantly different statistically.

### Lung surfactant function differed between GF and BI04 animals

The adsorption surface tension of the lung surfactants collected at PNDay23 was affected (see **Figure 2A**) and shows an increasing pattern according to perinatal exposure, with GF mice having statistically lower adsorption surface tension than both the Cecum and SPF groups. Furthermore, the surfactant collected from BI04 exposed mice had a less well functioning surfactant (see **Figure 2B**) and had to be compressed more times before it reached a minimum surface tension of less than 5 mN/m compared to GF and Cecum exposed mice. The measured compression % of all lung surfactants was similar for all groups, with no statistically significant differences, which allows comparison of the surfactant function between groups (see **Figure 2C**).

**Figure 2:**
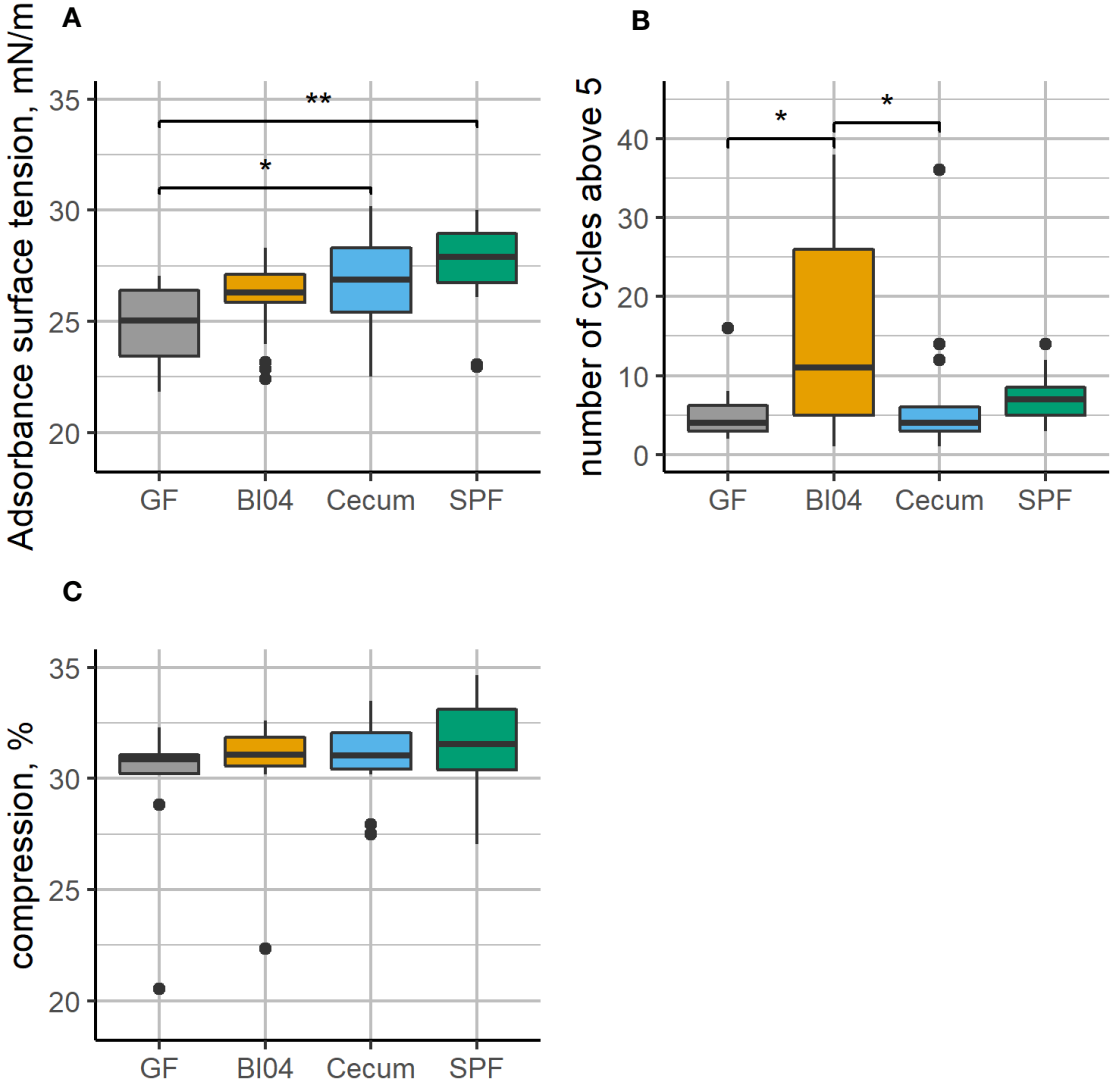
Lung surfactant from GF, BI04, Cecum exposed mice, and age-matched SPF mice was collected and analyzed using the constrained drop surfactometer. **(A)**: shows adsorption surface tension during the first 60 seconds, **(B)**: number of cycles before reaching minimum surface tension below 5 and **(C)**: compression in percent. The adsorption surface tension is similar, however, while Cecum and SPF have a higher adsorption surface tension than GF mice. The surfactant collected from BI04 exposed mice needed to be compressed more times before it reached a minimum surface tension less than 5mN/m compared to GF and cecum exposed mice. The compression was the similar for all groups (no statistical significant differences), which allows comparison between groups. *p<0.05, **p<0.01.

## Discussion

GF animals have largely been used to study immune maturation in the absence of microorganisms and how this absence affects the morphological development of organs, however the effects on the lungs have been largely overlooked (Sommer and Bäckhed, 2013). We wanted to explore whether early-life microbial exposure could influence lung development and function. We hypothesized that lung gene expression of GF mice would be different to that of perinatally exposed offspring from a GF background. To this end, we exposed mice perinatally to a full ecologically complex microbiota and analyzed the transcriptomics changes in genes related to mucus production, alveolar development, lung surfactant metabolism and lung capacity. To elude any probiotic influences, we compared single strain exposure to that of GF and Cecum exposed animals. Furthermore, we wanted to investigate the early life microbial differences in relation to later-in-life breathing patterns and surfactant function.

The development of the lungs is not complete at birth, and at PNday10 the mouse lung is in the first phase of alveolarization (Mund et al., 2008). This early-life alveolarization is especially interesting in relation to BPD diseases research, which has been correlated to early-life lung microbiome in mice (Yang and Dong, 2020). Previously, it has been shown that GF mice have altered alveolar architecture compared to SPF and non-SPF mice (Yun et al., 2014). These observations indicated that microbiota could influence lung morphology and that higher bacterial abundance correlated with more and smaller alveoli. This was corroborated by transplanting murine-derived single-strain exposure of *Lactobacillus* spp. into the lungs of GF mice. These mice showed enhanced mucus production and significant differences in alveolar diameter and numbers (Yun et al., 2014). This has not been supported by others, and there are some conflicting publications that have shown no major physiological changes in lungs of GF mice (Remot et al., 2017).

Although it has previously been shown that there were no sex-differences in lung volume based on stereology at PNDay10 (Pozarska et al., 2017), we showed that sex had the biggest impact on transcription at PNday10 and we decided to analyze the data based on the sex of the animals, even though this gave us smaller group sizes. 

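Elastic fibre, collagen and lung morphogenesis genes were tested in both sexes together. Of 19 genes of elastic fibres and the alveolar matrix, Adamtsl2, a microfibril-binding protein, was higher in GF than in BI04 at a log2 fold change of 0.77 (SE 0.18, adjusted p = 0.0132), and Ltbp1, which binds latent TGF-beta, was lower in GF than in Cecum at -0.23 (SE 0.06, adjusted p = 0.0353) in the authors' deposited tables, where Fbn2, a fibrillin, stood at -0.28 (SE 0.09) against BI04 and Mfap4 at 0.16 (SE 0.06) against Cecum. The list did not pass against either group (limma's cameraPR, adjusted p = 0.972 with a median of -0.00 and a test direction upward against BI04, and adjusted p = 0.389 with a median of 0.02 and a test direction downward against Cecum), and when adjusted over the list alone 2 higher and 2 lower genes passed against BI04 and 2 and 3 against Cecum. In GF vs Cecum females it was lower, with 14 of 19 below 0 and a median of -0.10 (limma's cameraPR, adjusted p = 0.00839, adjusted p = 0.0726 with an inter-gene correlation of 0.05, adjusted p = 0.160 against random lists matched on mean normalized count), Fbn1 at -0.25 (SE 0.07) and Lox, which crosslinks elastin and collagen, at -0.32 (SE 0.12) in the authors' deposited table, and 0 past the test over all genes, 8 at an unadjusted p under 0.05 and 3 when adjusted over the list alone. Collagen genes had medians of 0.02 against BI04 and -0.08 against Cecum over 18 genes (limma's cameraPR, adjusted p = 0.604 and 0.167), with P4ha1 at 0.25 (SE 0.08) against BI04 and Col5a2 at -0.11 (SE 0.05) against Cecum in the authors' deposited tables. Regulators of lung development had medians of -0.01, with a test direction upward, and 0.03 over 24 genes (limma's cameraPR, adjusted p = 0.672 and 0.561), Tbx5 being at 0.12 (SE 0.05) and 0.14 (SE 0.05) and Sox17 at 0.20 (SE 0.06) against Cecum in the authors' deposited tables. Antimicrobial genes were lower in GF females, with 13 of 14 below 0 and a median of -0.37 against BI04 (limma's cameraPR, adjusted p = 9.40e-04, adjusted p = 0.328 with an inter-gene correlation of 0.2) and 10 of 14 below 0 and a median of -0.36 against Cecum (adjusted p = 0.00109, adjusted p = 0.343 with an inter-gene correlation of 0.2). Over all genes 0 passed against BI04, where 5 had an unadjusted p under 0.05, and 3 against Cecum, which were Chil1 and the collectins Sftpa1 and Sftpd that the surfactant list holds too, and 4 and 3 when adjusted over the list alone. Of the list, Chil1, a chitinase-like protein, was at -0.42 (SE 0.16) against BI04 and -0.65 (SE 0.17, adjusted p = 0.0291) against Cecum, and the lysozyme gene Lyz1, whose transcript matches Lyz2, at -0.54 (SE 0.20) and Lcn2, lipocalin 2, at -0.68 (SE 0.25) against BI04 in the authors' deposited tables. Goblet cell and mucin genes were lower in GF than in Cecum lungs, with 7 of 8 below 0 and a median of -0.97 (limma's cameraPR, adjusted p = 0.00335, adjusted p = 0.252 with an inter-gene correlation of 0.2) but 0 past the test over all genes or over the list alone, 4 having an unadjusted p under 0.05. Against BI04 their median was -0.44 and 7 of 8 lay below 0 (limma's cameraPR, adjusted p = 0.0865), with Fcgbp at -1.12 (SE 0.66) and Muc4 at -0.39 (SE 0.23) in the authors' deposited table.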

Our data do not show large lung transcription differences in GF animals related to lung architecture, immunity or mucus production at PNday10. The transcription of the gene encoding the main mucin in the lung (Muc5ac) has been shown by Remot et al. to be higher in SPF mice than in their GF counterparts (Remot et al., 2017). Yun et al. reported a reverse correlation of mucus production in the lungs with low bacterial abundance (Yun et al., 2014). Our data do not support differences in Muc5ac transcription between GF, BI04 or Cecum animals from GF-background at PNDay10.

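Muc5ac (chromosome 7, 141788972 to 141819231) did not pass in any of the 6 comparisons with GF. In both sexes its log2 fold change was -0.49 (SE 0.52, adjusted p = 0.742) in GF vs BI04 and -1.20 (SE 0.53, adjusted p = 0.414, unadjusted p = 0.0233) in GF vs Cecum in the authors' deposited tables (Wald test). Against Cecum females and males were alike at -1.23 (SE 0.84) and -1.13 (SE 0.84) in the authors' deposited tables. The neighbouring mucin gene Muc5b (chromosome 7, 141839070 to 141873084) was at -1.23 (SE 0.70, adjusted p = 0.461) against BI04 and -1.91 (SE 0.72, adjusted p = 0.295, unadjusted p = 0.00774) against Cecum in the authors' deposited tables. With an SE of 0.53, a change of Muc5ac would need to be larger than the measured one to pass the test over all genes.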

The specific probiotic effects are small but largely relevant. 

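Against GF, the genes named for BI04 vs Cecum did not all share a pattern, but Gm10717, Gm10800 and Gm10801 moved together. Gm10717 (chromosome 9, 3025417 to 3033289), Gm10800 (chromosome 2, 98666547 to 98667301) and Gm10801 were lower in GF than in BI04 females, Gm10800 at a log2 fold change of -2.84 (SE 0.76, adjusted p = 0.0322) and Gm10801 at -2.68 (SE 0.73, adjusted p = 0.0366) in the authors' deposited table (Wald test). In males Gm10717 was at 1.41 (SE 0.77), Gm10800 at 0.79 and Gm10801 at 0.89. Against Cecum females they were at 0.65, 0.80 and 1.07. The female minus male difference of Gm10717 in GF vs BI04 was -4.37 (SE 1.04, adjusted p = 0.0181, z test, and 0.921 with an empirical null). The longest transcript of Gm10717 matches that of Gm11168 at 96.9% of 687 bases, and reads of such copies may be split. Tnk2os was at 0.67 (SE 0.22, adjusted p = 0.0922) in GF vs BI04 females in the authors' deposited table, with a difference from males of 1.25 (SE 0.32, adjusted p = 0.0246, z test, and 0.959 with an empirical null). Egfr was lower in GF than in Cecum females at -0.35 (SE 0.09, adjusted p = 0.0391) and stood at 0.02 (SE 0.09) against BI04 females, and Ahnak was at -0.17 (SE 0.06, adjusted p = 0.139) and 0.07 (SE 0.05), in the authors' deposited tables. Apoa2 was not called against BI04 in either sex, at 0.63 (SE 1.26) in females and 2.59 (SE 1.39) in males in the authors' deposited tables. In GF vs Cecum males the authors' deposited table has it at 0.86 (SE 1.35), and the size of a difference from females cannot be given, because the estimate in females is beyond what its counts can show.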

We found 8 genes, mostly in female mice, that were upregulated or down regulated in BI04 animals compared to GF and Cecum animals: Gm10717 have been correlated to susceptibility to influenza A virus infection in mice (Krementsov et al., 2017). Gm10800 is related to defects in airway mucosal defense and pathogenesis of human chronic obstructive pulmonary diseases (Saini et al., 2014). Gm10801 has been shown to be relevant in intestinal epithelium maturation after antibiotic treatment in mice (Garcia et al., 2021). The apoa2 gene encodes a possible lung surfactant-relevant apolipoprotein and is part of the developing human lung transcriptome (Kho et al., 2010). A gene polymorphism in apoa2 has been linked to respiratory rhythmogenesis in mice (Gillombardo et al., 2017). The developmental emergence of the respiratory rhythmogenic neural circuits occurs during the last third of pregnancy embryonic day (E15) in mice (Chevalier et al., 2016).

The bioinformatics analysis of gene pathways and reactions compared to human biology does not reveal major shifts in the GF lungs compared to the groups with perinatal bacterial exposure. However, the few emerging differences between GF and Cecum-exposed mice were lung surfactant, dysfunction, metabolism and protein-lipid interaction relevant. The Ingenuity Pathway Analysis Tool also revealed a few differences between GF and the BI04/Cecum groups that are relevant to macrophage responses in the presence of bacteria and some that are important for lung and immune development, including IL-4 signaling pathway. Others have shown that the diversity lung microbiome are strongly correlated to “immune-tone” with baseline concentrations of inflammatory cytokines IL-1α and IL-4 (Dickson et al., 2018). 

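Il1a (chromosome 2, 129299610 to 129309972), which encodes interleukin 1 alpha, had a log2 fold change of -1.64 (SE 0.66, unadjusted p = 0.0133, adjusted p = 0.352) in GF vs BI04 males and -1.55 (SE 0.66, unadjusted p = 0.0187, adjusted p = 0.393) in GF vs Cecum males in the authors' deposited tables, so it did not pass over all genes (Wald test). Females were at -0.42 (SE 0.54) and -0.42 (SE 0.57) in the authors' deposited tables, and the difference between the sexes in GF vs BI04 was 1.22 (SE 0.86, adjusted p = 0.534, z test). Il4 itself (chromosome 11, 53602982 to 53618669) was at 0.37 (SE 0.55) in females and 0.38 (SE 0.60) in males against BI04 and at 1.05 (SE 0.61) and -0.41 (SE 0.58) against Cecum in the authors' deposited tables, none of which passed.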

Our pathway analysis shows that IL4 signaling is influenced by perinatal bacterial exposure and that il1α is less transcribed in male GF animals compared to BI04 and Cecum animals.

When comparing the list of genes for lung capacity derived from Leema et al. only 10 transcripts matched with the relevant genes for lung capacity: Glrx3, Gm14403, 2610507I01Rik, Gpr137b, Glp1r, Scn3a, Nme7, A330076H08Rik, Alad and Hc. The dysregulation of Glrx3 is associated with Idiopathic pulmonary fibrosis (IPF) asthma and COPD (Chia et al., 2020), and Gm14403 (predicted gene). The 2610507I01Rik transcript has been associated with ventilator−induced lung injury in mice (Xu et al., 2018). The Gpr137b is a possible regulator of in IL4 mediated M2 macrophage polarization in response to microbial recognition patterns (Islam et al., 2019). The Glp1r encodes the Glucagon-like peptide-1 receptor (GLP-1R) and it plays an essential role in normal lung function. In a rat model of pulmonary fibrosis induced by bleomycin, administration of liraglutide a GLP-1R agonist, decreased mRNA expression of collagen, hydroxyproline and other key enzymes. When restored, the ACE2 mRNA levels modulating the activities of the RAS components increased the production of surfactant proteins (SFTPa1, SFTPb, SFTPc) (Fandiño et al., 2020). We exposed perinatally, starting at embryonic day 18 (E18) corresponding to the beginning of the third trimester in humans. It is likely that we would have seen larger effects on transcription of lung-capacity-relevant genes if we had started bacterial exposure earlier in the pregnancy, i.e. from fertilization and implantation through placental development, as vascularization and embryonic organogenesis mostly takes place during the first trimester: E0-E14 (Blum et al., 2017).

lung surfactant-relevant genes are influenced by perinatal microbial exposure. 

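At the preset inter-gene correlation of 0.01, the response of surfactant genes to exposure passed as different between the sexes. So did that of other gene lists, with 31 of 32 list differences past the test running downward. The paper reports no interaction of sex with treatment in its clustering of samples, which was not analysed here. Both comparisons used the same 6 female and 3 male GF lungs, so they are not independent of each other. In GF vs BI04 and GF vs Cecum the median female minus male log2 fold change was -0.59 and -0.74 for mesothelium, -1.23 and -0.77 for red cells and -0.65 and -0.49 for genes of G2 and M phase, each past the test with an inter-gene correlation of 0.05 and not with 0.2. At 0.05 the shift is thus not particular to surfactant genes. With 0.2, the 2 list differences left were those of surfactant proteins and processing and of type 2 cells in GF vs Cecum. Of 14 genes for surfactant proteins, processing and lamellar body transport, all 14 had a lower GF vs Cecum effect in females than in males, with a median female minus male log2 fold change of -0.38 (limma's cameraPR, adjusted p = 8.10e-12), and 13 of 14 had a lower GF vs BI04 effect, with a median of -0.26 (adjusted p = 4.69e-07, adjusted p = 0.0567 with an inter-gene correlation of 0.2). In GF vs Cecum the difference was -0.74 (SE 0.15, adjusted p = 0.00208, z test) for Sftpa1, which was at 0.32 (SE 0.10) in males in the authors' deposited table, and -0.60 (SE 0.14, adjusted p = 0.0150, z test) for Sftpd, and 10 genes passed when adjusted over the list alone. In GF vs BI04 it was -0.58 (SE 0.15, adjusted p = 0.0270, z test) for Lyz2, a lysozyme gene whose transcript matches Lyz1, which was at -0.19 (SE 0.10) in females and 0.38 (SE 0.11) in males in the authors' deposited tables, and 7 genes passed when adjusted over the list alone. The difference of Sftpb was -0.37 (SE 0.11) in GF vs BI04 and -0.39 (SE 0.11) in GF vs Cecum, at an adjusted p of 0.0566 and 0.0688 (z test). Against BI04 the list rose in males, with 14 of 14 genes above 0 and a median of 0.23 (limma's cameraPR, adjusted p = 3.54e-10), 2 past the test over all genes and 10 when adjusted over the list alone, and did not pass in females, where the median was -0.02 (adjusted p = 0.274) and Ctsh, a protease that processes surfactant proteins, stood at -0.33 (SE 0.12) in the authors' deposited table. Type 2 cell markers, most of which are on the surfactant list too, differed by a median of -0.25 in GF vs BI04 and -0.34 in GF vs Cecum (limma's cameraPR, adjusted p = 1.58e-06, with 0.0704 as the adjusted p at an inter-gene correlation of 0.2, and adjusted p = 2.41e-11), among them Cxcl15, a chemokine of the lung epithelium, with differences of -0.56 (SE 0.14, adjusted p = 0.0210, z test) and -0.70 (SE 0.14, adjusted p = 0.00268, z test). Over all genes 2 of these markers passed against each group, and 6 and 9 when adjusted over the list alone. With an empirical null in place of the theoretical one, Sftpa1, Sftpd and Cxcl15 in GF vs Cecum (adjusted p = 0.311, 0.618 and 0.311) and Lyz2 and Cxcl15 in GF vs BI04 (0.965 and 0.921) did not pass. Type 1 cell markers differed in GF vs Cecum by a median of -0.22 (limma's cameraPR, adjusted p = 0.0251, adjusted p = 0.0965 with an inter-gene correlation of 0.05, adjusted p = 0.206 against random lists matched on mean normalized count), with Rtkn2 at -0.34 (SE 0.14) and 0 past the test over all genes or the list alone, where 3 had an unadjusted p under 0.05. The paper's list of 23 genes differed by a median of -0.16 and -0.19 (limma's cameraPR, adjusted p = 0.0195 and 3.75e-04, with adjusted p of 0.126 at an inter-gene correlation of 0.05 and 0.366 at 0.2), 1 and 2 of its members past the test over all genes and 5 and 3 when adjusted over the list alone.

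**Figure D2:**
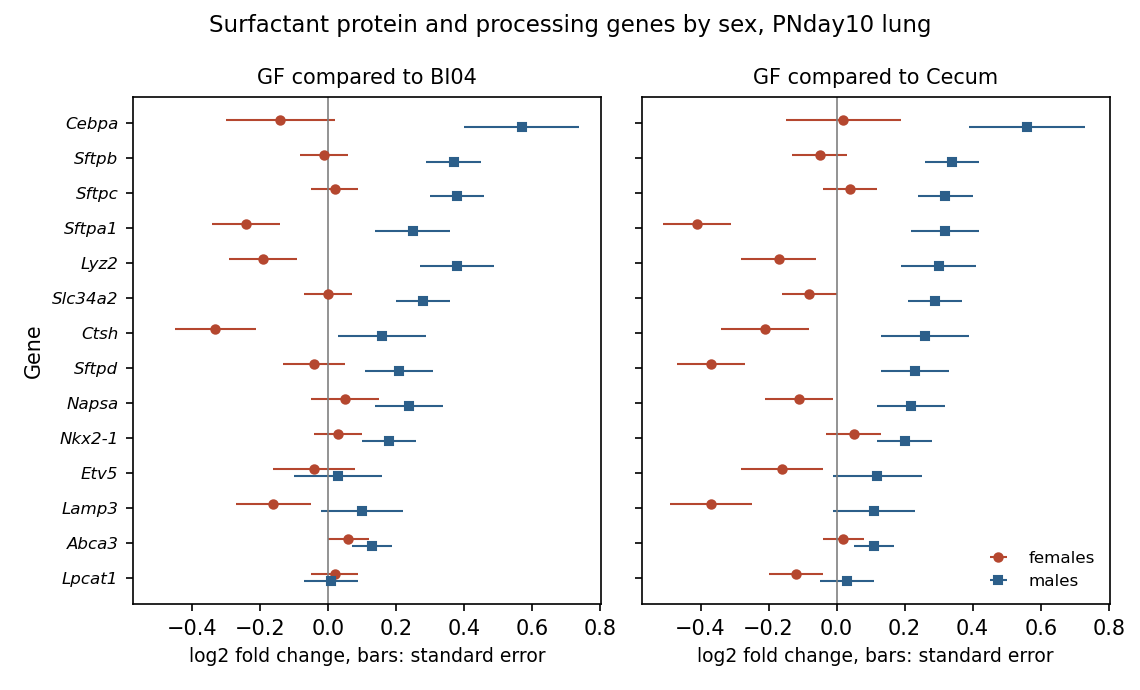
Log2 fold change of 14 genes for surfactant proteins, their processing and lamellar body transport in GF compared to BI04 (left) and GF compared to Cecum (right), from the authors' deposited tables, with circles for females, squares for males and bars for the standard error. Values right of 0 are higher in GF. All 14 male values lie right of 0 in both panels, while 8 and 10 of the 14 female values lie left of 0. Both panels use the same GF lungs, so they are not independent.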

Our data shows that 17 out of our list of 23 lung surfactant-relevant genes are influenced by perinatal microbial exposure: SFTPA1, SFTPB, SFTPC, SFTPD, ABCG1, ABCA1, ABCA3, Bach2, CHKA, PLPP2, Csf2rb, Csf1r-ps, Csf2rb2, Pla2g2a, Pla2r1, Pla2g6, Pla2g12a.

The surfactant proteins SP-A, B, C and D are expressed prenatally before the end of the pseudoglandular stage E16 in mice (Perl et al., 2002) and relatively early in human fetal lung development around week 13 (Liley et al., 1989). Homeostasis and composition of functional pulmonary surfactant is crucial to an operative respiratory surface during the mechanical conditions imposed by breathing, and surfactant properties are linked to the respiratory rate and age (Bernhard et al., 2001; Lopez-Rodriguez and Pérez-Gil, 2014). The hydrophilic proteins, SP-A and SP-D, are involved in lung innate immunity, and the hydrophobic proteins, SP-B and SP-C, are essential for the surface active function of surfactant (Olmeda et al., 2017). We have previously shown some lung microbiota differences between Sftpd+/+ and Sftpd−/− knockout mice in several biologically relevant phylogroups such as *Staphylococcus, Lactobacillus* and *Bifidobacterium* (Barfod et al., 2017).

ATP-binding cassette transporter genes are highly expressed in the lungs compared to many other organs (Langmann et al., 2003). The ABCA1, ABCG1 and ABCA3 are all involved in movement of cholesterol and phospholipids from lung cells, where the ABCA3 is specifically involved in pulmonary surfactant production (Chai et al., 2017). Severe surfactant deficiency in neonates and some forms of Interstitial lung disease (ILD) are the consequence of disturbed lung surfactant homeostasis. This can be due to mutations in the SP-B, SP-C, or ABCA3 genes (Lopez-Rodriguez and Pérez-Gil, 2014; Whitsett et al., 2015). Inactivating the ABCA3 gene causes the mice to die shortly after birth as they are unable to open their lungs (Fitzgerald et al., 2007). It has also been shown that mice lacking ABCG1 have altered lamellar body and surfactant homeostasis and have disturbances in the lung microbiome (Vallim et al., 2015). 

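Abcg1 (chromosome 17, 31057675 to 31117988) had a positive log2 fold change in GF vs BI04, that is, more RNA in GF. It was 0.23 (SE 0.08, unadjusted p = 0.00396, adjusted p = 0.160) in both sexes, 0.29 (SE 0.13, unadjusted p = 0.0254, adjusted p = 0.398) in males and 0.20 (SE 0.12) in females in the authors' deposited tables (Wald test). It did not pass over all genes. When adjusted over the paper's list alone, it passed in both sexes together (adjusted p = 0.0420, Wald test) and not in males (0.121) or females (0.292). The effect did not pass as different between the sexes, with a female minus male difference of -0.10 (SE 0.18, adjusted p = 0.858, z test).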

In our data, the ABCG1 is upregulated in the BI04 animals compared to GF animals, with the largest changes in the male mice.

The granulocyte-macrophage colony stimulating factor genes: Csf2rb, Csf1r-ps, Csf2rb2, are essential for maturation of alveolar macrophages. In addition, they regulate the phospholipid and cholesterol turnover mediated by the ABCG1and ABCA1 lipid transporter genes and are thus critical to surfactant metabolism (Malur et al., 2011). 

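Of these receptor genes, Csf2rb2 (chromosome 15, 78282507 to 78305721) was lower in GF than in BI04 females, with a log2 fold change of -1.33 (SE 0.34, adjusted p = 0.0234), and its paralog Csf2rb, the common beta chain of the GM-CSF receptor (chromosome 15, 78325752 to 78353847), was at -0.57 (SE 0.19, adjusted p = 0.120) in the authors' deposited table (Wald test). Against Cecum females they were at -0.94 (SE 0.37, unadjusted p = 0.00977) and -0.46 (SE 0.20, unadjusted p = 0.0253) in the authors' deposited table. The effect of Csf2rb2 in GF vs BI04 differed between females and males by -1.89 (SE 0.51, adjusted p = 0.0371, z test, and 0.965 with an empirical null). The transcripts of the 2 genes match over 3047 bases, so reads may be shared between them. Csf1r-ps, a pseudogene on chromosome 19 (60079432 to 60087657), had a mean normalized count of 0.278 in the authors' deposited tables, under the minimum of 10, and log2 fold changes from -19.47 (SE 5.55) to 18.81 (SE 5.42) that its counts cannot carry, while Csf1r was at 0.06 (SE 0.08) in GF vs BI04 of both sexes.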

As alveolar macrophages are essential for approximately 20% of surfactant lipids catabolism and clearance (Rider et al., 1992), it would have been interesting to discern the macrophage gene expression from other cell types in our study.

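The list of phospholipase A2 genes did not pass the test in any comparison at a correlation of 0.01. Pla2r1, the receptor of secreted phospholipases A2, had a log2 fold change of 0.30 (SE 0.12, unadjusted p = 0.0109) in GF vs BI04 females, Pla2g6, a calcium-independent enzyme, was at 0.34 (SE 0.17, unadjusted p = 0.0449) in GF vs BI04 and 0.35 (SE 0.17) in GF vs Cecum males, and the secreted enzyme gene Pla2g12a at 0.40 (SE 0.20, unadjusted p = 0.0468) in GF vs BI04 males in the authors' deposited tables (Wald test). None of them passed over all genes. Pla2g2a (chromosome 4, 138831857 to 138835186) is a polymorphic pseudogene in the annotation, and its mean normalized count was 0.0894 in the authors' deposited tables, with an unadjusted p of at least 0.892. Over the whole family, 9 of 19 genes could be tested, with a median of 0.12 against BI04 and -0.04 against Cecum in both sexes (limma's cameraPR, adjusted p = 0.672 and 0.828). Of these, Pla2g4a, the cytosolic enzyme that releases arachidonic acid, at -0.48 (SE 0.16) against BI04, and Pla2g7, which hydrolyses platelet-activating factor, at -0.60 (SE 0.16) against Cecum, in the authors' deposited tables, each passed when adjusted over the list alone.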

The genes Pla2g2a, Pla2r1, Pla2g6, Pla2g12a belong to a group of more than 30 enzymes that possess PLA2 or related activity found in mammals. A third of these belong to the secreted sPLA2 family (Touqui and Alaoui-El-Azher, 2001) that regulate eicosanoid formation, hydrolyze phospholipids in cell membranes and extracellular structures like surfactant, and have been linked to lung diseases like asthma (Nolin et al., 2016). The surfactant-secreted phospholipase A2 (Pla2g2a) has been linked to respiratory outcome in preterm neonates (De Luca et al., 2020), and Pla2g2a is elevated in the lungs during acute respiratory distress syndrome (ARDS) (Seeds et al., 2012). PLA2R1-induced senescence is related to COPD and lung emphysema pathogenesis, and over-expressing transgenic mice exhibited lung emphysema, fibrosis and pulmonary hypertension (Beaulieu et al., 2021). Pla2g12a is highly expressed in various tissues, but its physiological functions are largely obscure (Murakami et al., 2015).

The lung surfactant-relevant turnover/metabolism pathways are clearly influenced by early-life microbial status and warrant further investigation into microbiome-lung surfactant interaction in early life and during microbiome-altering events later in life e.g. during antibiotics treatment.

We assessed lung surfactant function *ex vivo* for two essential properties, i.e. the ability to adsorb and reduce surface tension at an air liquid interface, and the ability to reduce the minimum surface tension to values low enough to sustain normal breathing at physiologically relevant conditions. Both qualities are essential for the mechanics of breathing, although the reduction in minimum surface tension is dependent upon how much the surface is compressed, thus we kept the compression constant (**Figure 2C**). We found that lung surfactant from GF mice had a lower adsorption surface tension than Cecum-exposed mice, or SPF control mice. This indicates that the lung surfactant from the GF mice more efficiently covers the air-liquid interface in the surfactometer. We also assessed how many compression-expansion cycles it took to reduce the minimum surface tension below 5mN/m. It has been shown previously that inhibition of lung surfactant function delays the ability to reach a low minimum surface tension (Yang et al., 2018) or makes it impossible to reach a low minimum surface tension (Da Silva et al., 2021). The lung surfactant from BI04-treated mice needed to be compressed more times (at the same concentration and compression rate) compared to GF-treated and Cecum-treated mice. This indicates that the lung surfactant from the BI04 mice worked less efficiently. It has not been established how these changes would directly affect breathing patterns *in vivo*.

The breathing patterns recorded *in vivo* by plethysmography reveal that the respiratory rate is inversely correlated with microbial status. GF and BI04 mice have similar low respiratory rates, whereas Cecum and reference SPF mice have similar and higher respiratory rates equivalent to what we have seen in other mouse studies (Sørli et al., 2018). The qualitative and quantitative compositions of lung surfactant are known to vary between species and according to conditions like temperature, breathing pattern, alveolar size, diet developmental stage or hibernation (Lang et al., 2005; Bernhard et al., 2007; Pynn et al., 2010; Suri et al., 2012).

## Limitations and future study

We could have included an SPF group with PNday10 lungs from SPF background (normal) mothers in the lung transcriptomics study, as we did with the plethysmography. Also, due to the observed unexpected sex differences in lung transcripts we should have included higher numbers of animals per group. We did not confirm any transcriptomic results with quantitative methods to access gene expression. The functional pathway analysis revealed a few macrophage-relevant changes and it would have been interesting to isolate the macrophages for a more specific interrogation. Also, a more longitudinal study approach e.g. surfactant transcription during post-natal lung development is warranted.

## Sum-up

Early-life GF mice have similar lung gene transcription compared to gnotophoric or gnotobiotic mice, with only few genes transcribed differently. Among those genes, several are clearly related to surfactant turnover and function. This correlates to physiological changes in respiratory rate and lung surfactant function in littermates at adolescence.

## Conclusion

We show here for the first time that early-life microbial status correlates to altered surfactant gene-transcription and in gnotophoric mice correlates to later-in-life lung surfactant function. We also show respiratory rate changes in GF and gnotophoric mice compared to gnotobiotic and SPF mice. This warrants further investigation into microbiome lung surfactant interactions in disease and health.

## Data availability statement

The datasets presented in this study can be found at: https://doi.org/10.5281/zenodo.6815171.

## Ethics statement

The animal study was reviewed and approved by The experiments were carried out in accordance with the Danish Animal Experimentation Act (LBK nr 474 of 15/05/2014 and BEK nr 12 of 07/01/2016) and the EU-directive 2010/63/EU on the protection of animals used for scientific purposes. The study was approved by the Animal Experimentation Inspectorate, Ministry of Food, Agriculture and Fisheries of Denmark (License No. 2018-15-0201-01531).

## Author contributions

KB conceived and designed the study, obtained funding, performed the mouse work and drafted the paper. JCL contributed with transcriptomics analysis, tools and wrote parts of the paper. SSKH performed RNA extraction and reviewed the paper. LZ was an integral part of the GF mouse work and reviewed the paper. AH, reviewed the paper. JS and SS designed and performed the lung surfactant analysis; collected the surfactant ex vivo data and reviewed the paper. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

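Lung RNA of 27 mice at postnatal day 10 was used, from GF, BI04 and Cecum mice of both sexes grouped by the sample labels, and 5 adult lung libraries with no treatment or sex in their labels were not used. According to the paper, the authors trimmed reads with cutadapt, aligned them with STAR in 2 passes to mm10 and compared groups with DESeq2, with sex as a confounding variable or for each sex separately. The counting step, its annotation and the versions of these tools are not given in the sources used here. The 9 deposited tables hold 1 comparison each. The log2 fold changes and their standard errors were computed by the authors with DESeq2, as the file headers show. The mean normalized count, a score given once per gene and equal in all 9 tables, and the Wald statistic, a score equal to the log2 fold change divided by its standard error, were made by the authors in the same step. Equal means show that the within-sex tables were normalized over both sexes, so the standard errors of females and males may not be independent. The p-values are the authors' Wald p-values, deposited with the authors' adjusted p-values. The GF tables hold 45890 genes, and the BI04 vs Cecum tables hold the 19532 genes with a mean normalized count of at least 10. The tables were checked against each other, since BI04 vs Cecum equals GF vs Cecum minus GF vs BI04 within 0.001. Which group is the positive one was checked on the genes the paper names, of which 8 of 8 given as higher and 16 of 16 given as lower in GF had that sign in both GF tables.

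The p-values of each table were adjusted by the Benjamini-Hochberg method over genes with a p and a mean normalized count of at least 10, and a gene was called at an adjusted p under 0.05 and an absolute log2 fold change above 0.585, a fold change of 1.5. Overlaps were tested with one-sided Fisher's exact tests. Chance overlap and correlation between comparisons that share GF lungs came from simulations of unchanged groups, 100 for the overlap. The noise of these simulations and the covariance of the shared lungs were set by the standard errors alone, so both may be too small. A difference between the sexes was tested as the female minus the male log2 fold change divided by its standard error, against the normal distribution, with the same adjustment. Gene lists, written before the deposited tables were examined, were tested with cameraPR of limma 3.58.1 on the Wald statistics, for lists with at least 5 tested members, at a preset inter-gene correlation of 0.01, and adjusted over all lists and comparisons, with sex differences adjusted apart. The paper and values in its supplementary tables had been seen by then. Lists on subjects that the paper reports are thus not independent of its results on these lungs. There were 72 lists, 4 of which hold genes that the paper reports as differing in these samples and were left out of the tests. The lists stand in for the paper's pathway analyses, whose databases were not available here. The paper's 2 lists of surfactant and lung capacity genes were counted at an unadjusted p under 0.05 in any of 6 comparisons with GF and compared with 10000 random lists matched on mean normalized count (seed 1). Copies of a gene were searched by aligning the longest transcripts with minimap2 2.31, taking matches of at least 95% over at least 200 bases. Coordinates are those of GRCm38 in GENCODE M21, whose gene identifiers contain 98.6% of those in the tables with the same version. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and R 4.3.3 were used.

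Genes are named in the text by a rule written before the tables were examined. It covers every gene the paper's text names from these data, the 8 called genes with the largest change in each direction of a comparison, the 10 smallest adjusted p of a sex difference and up to 4 members with the smallest p of a list, with members singled out as not passing. The values in the paper's supplementary tables had been seen at that time. The alternatives set before the data were examined were no minimum mean normalized count, a minimum of 50, the authors' deposited adjusted p, no fold change threshold, an adjusted p under 0.1, Wald statistics divided by the spread of all genes (an empirical null), female and male values combined by inverse variance, and for lists a correlation of 0.05, ranks, a minimum of 50 and matched random lists. A correlation of 0.2, random lists matched on gene and transcript length too, and 3 combined thresholds were added after the data were examined. The calls were tested on simulated data with the standard errors of the tables, where 59.0% of genes changed by a log2 fold change of 1 and 94.0% of genes changed by 2 were called in GF vs BI04 females, 57.0% and 91.0% in males and 84.0% and 99.0% in both sexes. The tables give no values per sample, so reads per sample, sample clustering, the effect of sex itself, leaving out single samples and other splits of the samples were not analysed here.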

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

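The tests of alveolar type 1, thymus and red cell markers below, the correlation of 0.2 and the lists matched on length were chosen only after the results were seen. The effect of exposure differed between females and males for 151 genes in GF vs BI04 and 85 genes in GF vs Cecum (z test, Benjamini-Hochberg), and the 10 genes with the smallest adjusted p of each are listed here by their female minus male log2 fold change. In GF vs BI04 these were Dst (0.36), Mdn1 (0.67), Tada2a (1.09), Gm22133 (-0.68), Psmd4 (-0.61), Ino80d (0.42), Cers3 (-3.10), Gm15792 (-3.78), Pnisr (0.46) and Gm20528 (-3.44). Those in GF vs Cecum were Apoa2 (20.45, which rests on an estimate in females that its counts cannot carry and gives no size), Eps15l1 (0.61), Tmx4 (-0.85), Sftpa1 (-0.74), Ctss (-0.72), Cxcl15 (-0.70), Pibf1 (0.84), Dst (0.27), Polr3a (0.81) and Carmn (0.76). The values of all genes were spread more widely than chance gives, and with an empirical null 1 and 2 genes were left, Apoa2 among them.

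Gene lists differed between the sexes too (limma's cameraPR on the z statistics), and they are given by the median female minus male log2 fold change. Of 32 such results 17 passed with an inter-gene correlation of 0.05, and 2 passed with 0.2, those of alveolar type 2 cells and of surfactant proteins and processing in GF vs Cecum (adjusted p = 0.00533 and 0.00409). The results that did not pass at 0.05 were those of NRF2 targets (adjusted p = 0.0690 and 0.0576), antimicrobial genes (0.0505 and 0.0576) and ribosomal proteins (0.166 and 0.287) in GF vs BI04 and GF vs Cecum, of the paper's surfactant list (0.126) and adipocyte genes (0.127) in GF vs BI04, and of alveolar type 1 cells (0.0965), the EGFR family (0.0559), T cells (0.127), elastic fibres and matrix (0.0576), endothelium (0.167), surfactant clearance (0.127) and translation factors (0.162) in GF vs Cecum. In both GF vs BI04 and GF vs Cecum these were alveolar type 2 cells (-0.25 and -0.34), G2 and M phase (-0.65 and -0.49), S phase (-0.48 and -0.37), replication-dependent histones (-0.66 and -0.40), red cells (-1.23 and -0.77), NRF2 targets (-0.23 and -0.24), antimicrobial genes (-0.41 and -0.47), mesothelium (-0.59 and -0.74), ribosomal proteins (-0.08 and -0.05), surfactant proteins and processing (-0.26 and -0.38), the paper's surfactant list (-0.16 and -0.19) and liver genes, with medians of opposite sign (-2.11 and 1.75). Adipocyte genes passed in GF vs BI04 (-1.89). Lists that passed in GF vs Cecum and not in GF vs BI04 were alveolar type 1 cells (-0.22), the EGFR family (-0.34), T cells (-0.40), elastic fibres and matrix (-0.19), endothelium (-0.11), surfactant clearance (-0.19) and translation factors (-0.09). The lists of type 2 cells and of surfactant proteins share most type 2 markers, and antimicrobial genes include Sftpa1, Sftpd and Lyz2, so these results are not separate. Whether a difference between the sexes was larger in one comparison than in the other was not tested.

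Signals the paper does not discuss came from markers of other tissues and cells, as medians of lists tested with limma's cameraPR. Cardiac muscle genes were lower in GF than in Cecum lungs of both sexes (-1.55) and thymocyte genes higher (0.60), liver genes were higher in GF than in Cecum females (4.03), skeletal muscle genes lower in GF than in Cecum males (-1.98), adipocyte genes higher in GF than in BI04 males (0.48) and red cell genes lower in GF than in BI04 females (-0.70). With an inter-gene correlation of 0.2 the cardiac and liver results passed (adjusted p = 0.00266 and 1.09e-04), and those of thymocytes (0.0641), skeletal muscle (0.241) and red cells (0.118) did not, nor did that of adipocytes at 0.05 (0.0965). Liver genes were higher in BI04 than in Cecum females too, so that rise is not particular to GF. Whether RNA of these lists came from tissue beside the lung tip was not tested.

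The first pattern weighed is the 24 genes called in GF against both exposed groups, with log2 fold changes such as -8.63 for Zfp979 in the authors' deposited table. Of the 23 with coordinates and a transcript, 7 have a copy elsewhere that matches at 95% or more (Gm37954, Hist4h4, Mfap1a, Mfap1b, Mid1, Nlrp5-ps and Zfp979). Random sets had a mean of 1.73 and an upper end of their central 95% at 4.00. Mfap1a and Mfap1b are copies of each other, so they are not separate cases. Reads shared between copies would be shared in every group, so sharing alone does not give a difference between groups. Copies that differ between litters could give one for those 7, which was not tested. The other 16 are left unexplained. A chromosome segment that the GF litters inherited in another form could bring neighbouring genes together, and 3 pairs lay within 1 Mb, against a mean of 0.43 in random sets and an upper end of their central 95% at 2.00. One of these pairs is copies and 1 overlaps, and 3464 of 10000 random sets had as many pairs as the 1 that remains, so such a segment cannot be told apart from an effect of exposure, because litters and exposure coincide. Exposure to bacteria stays open and untested against both.

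The second pattern is the sex difference of the surfactant genes, which rose in GF males in both comparisons, while in GF females they did not pass against BI04 (adjusted p = 0.274) and were lower against Cecum (0.00200, and 0.369 with an inter-gene correlation of 0.2). Both comparisons used the same 3 GF males, so the second is no independent repeat of the rise. A trend over all genes with gene and transcript length is argued against, since the median z of the list was -2.21 in GF vs BI04 and -2.57 in GF vs Cecum, where lists matched on length gave medians of -0.58 and -0.95 and 95% of them lay between -1.37 and 0.23 and between -1.70 and -0.02. This covers the sex difference only. The lower values in GF females against Cecum did not pass against lists matched on mean normalized count, or on length too. Another share of alveolar epithelium in the sampled tip could move type 1 and type 2 cells together, and the median z of type 1 markers was 0.12 in GF vs BI04 and -1.14 in GF vs Cecum, both inside the range of matched lists (-1.16 to 0.68 and -1.62 to 0.12), so it cannot be told apart. A response of type 2 cells that differs by sex stays open.

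The third pattern is the cell division genes that were lower in GF than in BI04 females. A trend with length is argued against by a median Wald statistic of -2.81 for the G2 and M phase list, where 95% of matched lists lay between -0.60 and 0.56. Fewer dividing thymus cells in GF females would lower thymocyte genes. The median of the thymocyte list was positive at 1.06, narrowly above the 0.86 that bounds matched lists. Members of matched lists were drawn independently, so such bounds may be too narrow, and the thymocyte list does not decide this. Red cell precursors divide as well, and a median of -1.81 for their list, below the -1.35 of matched lists, is consistent with fewer of them in GF females, although a general change in dividing cells could give the same values. An effect of exposure on lung growth stays open and was not tested.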

How the results depend on the processing

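The correlation of 0.2, the lists matched on length and the 3 combined thresholds were chosen only after the results were seen. No list named in the text changed direction where it passed, and no called gene did when the sexes were combined by inverse variance. The other settings leave the fold change of a gene as it is, so its direction could not change there. The balance of counts did change. Higher and lower calls went from 15 and 22 to 102 and 68 in GF vs Cecum of both sexes with no minimum mean normalized count or the authors' adjusted p, from 28 and 21 to 47 and 67 with no fold change threshold and 5 and 9 with the empirical null in GF vs Cecum females, and from 29 and 22 to 7 and 13 with the empirical null and 12 and 18 with the sexes combined by inverse variance in GF vs BI04 of both sexes. Shared calls went from 9 and 15 to 37 and 34 with no minimum or the authors' adjusted p, sex differences in GF vs BI04 from 82 and 69 to 57 and 58 with an absolute difference above 0.585, list tests from 54 and 82 to 9 and 7 with a correlation of 0.2, and calls in BI04 vs Cecum of either sex from 2 and 0 to 8 and 10 with the widest combined threshold. The cause was not tested for the changes below, except that a minimum of 50 tests fewer genes and a wider threshold admits more.

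With no minimum mean normalized count, calls were 123 in GF vs BI04 males (27 as reported) and 170 in both sexes (51), 130, 129 and 170 in GF vs Cecum females, males and both sexes (49, 24 and 37), 71 shared genes (24), 369 in at least 1 within-sex comparison (153) and 272 sex differences in GF vs Cecum (85). With the authors' deposited adjusted p they were 126 and 171 in GF vs BI04 males and both sexes, 136, 131 and 170 in GF vs Cecum females, males and both sexes, 71 shared, 369 in at least 1 within-sex comparison, and 5, 1, 1 and 6 in BI04 vs Cecum females (2), males (0), both sexes (0) and either sex (2). With a minimum of 50 they were 28 in GF vs BI04 of both sexes, 15 and 22 in GF vs Cecum males and both sexes, and 0 and 0 in BI04 vs Cecum females and either sex.

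With no fold change threshold, 183 genes were called in GF vs BI04 females (104), 114 and 57 in GF vs Cecum females and both sexes, and 294 in at least 1 within-sex comparison. At an adjusted p under 0.1 these were 208 and 97 in GF vs BI04 females and both sexes, 40 in GF vs Cecum males, 294 in at least 1, and 4 and 4 in BI04 vs Cecum females and either sex. With the empirical null these were 13, 13 and 20 in GF vs BI04 females, males and both sexes, 14, 10 and 19 in GF vs Cecum, 4 and 4 in BI04 vs Cecum females and either sex, 19 in at least 1, and 1 and 2 sex differences in GF vs BI04 and GF vs Cecum (151 and 85). Combining the sexes by inverse variance gave 30 in GF vs BI04. The combined thresholds gave 505, 584 and 585 genes in at least 1 within-sex comparison and 8, 4 and 18 in BI04 vs Cecum of either sex. The 24 shared genes were all kept with no minimum, the authors' adjusted p, no fold change threshold and an adjusted p under 0.1, and 16 were kept with a minimum of 50 and 16 with the empirical null.

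Of the paper's surfactant list 16 genes had an unadjusted p under 0.05, and 8 passed when adjusted over the list alone, 5 over all genes and 10 with the empirical null. Of the capacity list these were 10, 0, 0 and 4. List tests past the threshold went from 136 to 78 with an inter-gene correlation of 0.05 and 16 with 0.2, and for sex differences from 32 to 17, 2 and, with a minimum of 50, 19. The correlation between GF vs BI04 and GF vs Cecum with a minimum of 10, by Spearman and without the called genes was 0.63, 0.69 and 0.72 in females (0.73), 0.85, 0.84 and 0.85 in males (0.86) and 0.79, 0.74 and 0.80 in both sexes (0.84).

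Of the 87 list results in the text, 83 kept their side of the threshold against matched random lists, 78 against lists matched on length, 80 and 43 with a correlation of 0.05 and 0.2, 84 with ranks and 73 of 79 with a minimum of 50. No paired analysis was possible because the tables give no values per sample, and single samples were not left out for the same reason. The depth per sample is not in the files used here. Genes with a low mean normalized count have wide standard errors, which limits what can be called among them.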

Differences from the paper's values

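The 3 combined thresholds in this part were chosen after the values were seen. Within a sex, 153 genes were called in at least 1 of the 4 comparisons with GF, where the paper's value is 586. None of the alternatives set before the data were examined came within 1.5 times the paper's value, with 369 genes with no minimum mean normalized count, 120 with a minimum of 50, 369 with the authors' deposited adjusted p, 294 with no fold change threshold, 294 at an adjusted p under 0.1 and 19 with the empirical null. The paper's sections give different thresholds, an adjusted P under 0.1 in one and an FDR under 0.05 with a fold change in the other. Supplementary Table 2 lists 585 genes, all 585 with an adjusted p under 0.1 and 290 under 0.05. Of the 3 settings chosen after the values were seen, the authors' adjusted p under 0.1 with a minimum of 10 and no fold change threshold called 585 genes and drops 1 of the paper's, an adjusted p under 0.1 with no fold change threshold called 584 and drops 43, and the authors' adjusted p with no fold change threshold called 505 and drops 296. The 1 gene dropped by the first setting is the entry foxf1, which holds the values of Mid1.

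Between BI04 and Cecum, 2 genes were called in females or males, where the paper's value is 8. Of the alternatives set before the data were examined, the authors' deposited adjusted p came within 1.5 times, with 6 genes (without Ahnak and Egfr), and the others did not, with 2 genes with no minimum, 0 with a minimum of 50, 2 with no fold change threshold, 4 at an adjusted p under 0.1 and 4 with the empirical null. Of the settings chosen after the values were seen, the authors' adjusted p with no fold change threshold called 8 genes and drops 0 of the paper's, the authors' adjusted p under 0.1 with no fold change threshold called 18 and drops 0, and an adjusted p under 0.1 with no fold change threshold called 4 and drops 4.

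Of the genes the paper counts in all 4 within-sex comparisons, Apbb2 and Stox2 were not called here, and both were called with each of the 3 settings chosen after the values were seen, Stox2 also with no fold change threshold. Among the genes higher in GF against both groups, Cacng7 was called here and is not among the paper's. The paper describes Abcg1 as higher in BI04 than in GF, where the authors' deposited table gives a log2 fold change of 0.23 (SE 0.08) in GF vs BI04 of both sexes, which is higher in GF and has an adjusted p of 0.160 here. The entry foxf1 of Supplementary Table 2 holds 9 values, of which 9 equal those of Mid1 and 0 those of Foxf1 in the authors' deposited tables within 0.001. In the paper's table of 23 surfactant genes, the values of 14 genes equal log2 fold changes and those of 8 equal Wald statistics in the authors' deposited tables within 0.001, and 1 gene, Pla2g2a, has no value.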

Other observations

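Some groups of genes moved in comparisons that belong to no statement of the paper. In GF vs BI04 of both sexes, cholesterol synthesis genes were lower, with 18 of 21 below 0 and a median log2 fold change of -0.18 (limma's cameraPR, adjusted p = 2.81e-04, adjusted p = 0.361 with an inter-gene correlation of 0.2). None passed over all genes, where 6 had an unadjusted p under 0.05, and 3 passed when adjusted over the list alone, among them Idi1 at -0.95 (SE 0.26) in the authors' deposited table. Genes of the NRF2 response to oxidative stress were higher in GF males, with 15 of 16 above 0 and medians of 0.19 against BI04 and 0.12 against Cecum (limma's cameraPR, adjusted p = 3.05e-04 and 0.00157, and 0.292 and 0.378 with an inter-gene correlation of 0.2). The catalase gene Cat, at 0.33 (SE 0.08, adjusted p = 0.0201) against BI04, was the 1 that passed over all genes, and Nqo1 stood at 1.46 (SE 0.46) and 1.36 (SE 0.45) in the authors' deposited tables. Over the list alone 3 passed against BI04 and 1 against Cecum.

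The EGFR family and its ligands were lower in GF than in Cecum females, with 9 of 10 below 0 and a median of -0.28 (limma's cameraPR, adjusted p = 0.00978, adjusted p = 0.398 with an inter-gene correlation of 0.2, and adjusted p = 0.0680 with a minimum mean normalized count of 50), Egfr being the 1 gene past the test over all genes, 2 past it over the list alone, and Erbb3 at -0.29 (SE 0.11) in the authors' deposited table. Mitochondrially encoded genes were higher in GF than in Cecum lungs of both sexes, with 7 of 7 above 0 and a median of 0.11 (limma's cameraPR, adjusted p = 0.00699, adjusted p = 0.292 with an inter-gene correlation of 0.2), mt-Nd4 at 0.26 (SE 0.09) in the authors' deposited table, 0 past the test over all genes, 2 at an unadjusted p under 0.05 and 1 past it over the list alone. Lipoprotein and LXR target genes were higher in GF than in BI04 males, with 15 of 17 above 0 and a median of 0.15 (limma's cameraPR, adjusted p = 0.00314, adjusted p = 0.468 with an inter-gene correlation of 0.2), Apoe at 0.46 (SE 0.17) in the authors' deposited table, and 0 past the test over all genes or the list alone, where 4 had an unadjusted p under 0.05. Liver genes, whose list also holds Apoa1 and Apoa2, and adipocyte genes rose in the same comparison, as given below. Replication-dependent histones were higher in GF than in Cecum males, with 45 of 53 above 0 and a median of 0.20 (limma's cameraPR, adjusted p = 2.39e-04, adjusted p = 0.591 with an inter-gene correlation of 0.2), Hist4h4 being the 1 gene past the test over all genes or the list alone.

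Club cell genes did not pass in GF vs Cecum of both sexes, with a median of -0.15 over 9 genes (limma's cameraPR, adjusted p = 0.0812), where Reg3g passed over all genes, 2 passed over the list alone and Scgb3a1, a secretoglobin of the airway, stood at -3.34 (SE 0.91, adjusted p = 0.0653) in the authors' deposited table. Circadian clock genes did not pass against BI04 or Cecum, with medians of 0.03 and -0.07 over 17 genes (limma's cameraPR, adjusted p = 0.521 and 0.257), and Cry1, a repressor of the clock, stood at -0.22 (SE 0.08) and -0.24 (SE 0.08) in the authors' deposited tables.

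Markers of tissues beside the lung moved in further comparisons. Liver genes were higher in GF than in BI04 males, with 13 of 13 above 0 and a median of 2.64 (limma's cameraPR, adjusted p = 2.48e-07), Fgg at 2.96 (SE 1.21) and Fgb at 3.35 (SE 1.40) in the authors' deposited table, and 0 past the test over all genes or the list alone, where 7 had an unadjusted p under 0.05. Adipocyte genes had 8 of 9 above 0 in the same comparison (limma's cameraPR, adjusted p = 0.0313, adjusted p = 0.0965 with an inter-gene correlation of 0.05), with Lipe at 0.48 (SE 0.16) and Pck1 at 3.25 (SE 1.17) in the authors' deposited table, 0 past the test over all genes and 2 over the list alone. Skeletal muscle genes had 5 of 5 below 0 in GF vs Cecum males (limma's cameraPR, adjusted p = 0.00906, adjusted p = 0.241 with an inter-gene correlation of 0.2), with Ryr1 at -3.20 (SE 1.20) in the authors' deposited table, 0 past the test over all genes and 1 over the list alone.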
